# (p)ppGpp-dependent activation of gene expression during nutrient limitation

**DOI:** 10.1128/mbio.01288-25

**Published:** 2025-08-18

**Authors:** Sathya Narayanan Nagarajan, Adam Rosenthal, Jonathan Dworkin

**Keywords:** starvation, quiescence, growth arrest

## Abstract

As rapidly growing bacteria begin to exhaust nutrients, their growth rate slows, ultimately leading to stasis or quiescence. Adaptation to nutrient limitation requires widespread metabolic remodeling that leads to lower cellular energy consumption. Examples of such changes include attenuated transcription of genes encoding ribosome components, in part mediated by the phosphorylated nucleotides guanosine tetra- and penta-phosphate, collectively called (p)ppGpp. In addition, genes encoding proteins that facilitate survival during nutrient limitation exhibit increased expression. An example is the *hpf* gene, which encodes a broadly conserved protein responsible for protecting the ribosome from degradation under conditions limiting for ribosome synthesis. Here, we show that (p)ppGpp plays a key role in the transcriptional activation of *hpf* as *Bacillus subtilis* cells exit rapid growth. Specifically, we demonstrate that *hpf* transcription during nutrient limitation requires an RNA polymerase holoenzyme containing the alternative sigma factor σ^H^, encoded by *sigH*, whose expression is normally inhibited by the AbrB repressor. However, when global protein synthesis decreases, in part dependent on (p)ppGpp, AbrB levels fall, leading to increased *sigH* transcription and, consequently, *hpf* activation. This mechanism couples a key physiological consequence of nutrient limitation—reduced protein synthesis—with specific gene activation, thereby linking transcriptional and translational regulation. Finally, we demonstrate that (p)ppGpp is necessary for the gene expression underlying the elaboration of developmental fates including sporulation and genetic competence.

**IMPORTANCE:**

Bacteria often experience nutrient limitation and, in response, attenuate energetically costly metabolic processes like protein synthesis. At the same time, however, they stimulate the expression of a subset of proteins that facilitate survival under these conditions. This study identifies a molecular mechanism in the model gram-positive bacterium *Bacillus subtilis* responsible for gene expression in response to nutrient limitation that couples reduced global protein synthesis with increased transcription of specific genes. This mechanism mediates the elaboration of developmental fates, including sporulation and genetic competence, which are known responses to nutrient limitation in this organism.

## INTRODUCTION

Bacterial adaptation to environmental changes typically includes a transcriptional response. This can be relatively narrow, as in the case of two-component signaling which usually involves a limited number of genes under the control of a single transcription factor (e.g., a response regulator). Alternatively, this can be broad, such as the widespread transcriptomic changes mediated by the nucleotide second messengers guanosine tetra- and penta-phosphate, collectively called (p)ppGpp. These molecules are synthesized in response to nutrient limitation, specifically to diminished amino acid availability, as reflected by the presence of uncharged tRNA molecules in the ribosome A site. Diverse bacteria, including *Escherichia coli* (1–4), *Synechococcus elongatus* (5, 6), and *Staphylococcus aureus* (7), exhibit extensive transcriptional reprogramming as a consequence of (p)ppGpp synthesis.

Although the particular physiological conditions of each of these studies differ, a consistent feature is the presence of negative transcriptional changes. In the gram-negative *E. coli*, (p)ppGpp binding to two sites (1 and 2) on RNA polymerase (RNAP) is necessary for complete transcriptional inhibition, most likely resulting in changes to promoter kinetics (8). (p)ppGpp binds to RNAP at site 2 in a pocket formed by the DksA protein and the RNAP β´ subunit. In gram-positive species, the RNAP residues that (p)ppGpp contacts are not conserved, and a DksA homolog has not been identified. It has been proposed that the decline in [GTP] following stringent response activation could negatively affect initiation kinetics at promoters starting with a guanosine (9, 10). However, evidence that decreases in GTP levels are not necessarily correlated with increases in (p)ppGpp levels (11) suggests that this mechanism may not be sufficient.

Although analysis of (p)ppGpp in transcription has historically focused on its inhibitory role, some early studies identified positively regulated genes. Transcription of the *E. coli hisGDCBHAFI* operon, encoding histidine biosynthetic enzymes, is depressed in a strain lacking *relA* (12), consistent with the effect of amino acid availability on the activation of the RelA (p)ppGpp synthetase. Following this study, other amino acid biosynthetic genes were observed to be under positive control by (p)ppGpp (13). The absence of (p)ppGpp has been observed previously to prevent activation of genes that mediate the response to energy limitation. For example, many genes in the cyanobacterium *S. elongatus* induced upon exposure to darkness are (p)ppGpp-dependent (5). Expression of *E. coli lrp*, which encodes a global regulator of stationary phase-expressed genes (14), greatly increases as cells exit growth and is dependent on (p)ppGpp. However, the mechanistic basis for activation (as contrasted with inhibition) in these contexts is unclear.

The *hpf* gene is positively regulated by (p)ppGpp in diverse species (e.g., *S. elongatus* [5], *Pseudomonas aeruginosa* [15], and *Bacillus subtilis* [16, 17]). The HPF protein is responsible for ribosome dimerization, and thereby ribosome stabilization in post-exponential phase (18). Here, we show that cells exiting exponential growth have decreased levels of the AbrB repressor that governs transcription of *sigH*, encoding the σ^H^ factor necessary for *hpf* transcription. The consequent increase in σ^H^ activity results in increased HPF expression, even in the context of global translation attenuation mediated in part by (p)ppGpp (19). We further demonstrate that additional genes under control of σ^H^ are also subject to positive control by (p)ppGpp. Specifically, we show that this mechanism is important to the patterns of gene activation during conditions of nutrient limitation when *B. subtilis* differentiates into alternative cell fates, including sporulation and genetic competence.

## RESULTS

We assayed *hpf* transcription by monitoring a strain carrying a fusion of P*_hpf_* and firefly luciferase (P*_hpf_*-luc) integrated in the chromosome. Firefly luciferase is unstable in *B. subtilis*, with a half-life of ~5 min (20), making it a useful reporter of gene expression dynamics. Expression of P*_hpf_*-luc occurred approximately as the cells stopped growing exponentially in a defined medium (S7/glucose) and entered the transition phase (Fig. 1A), qualitatively similar to that observed using Northern analysis of *hpf* transcription in a rich growth medium (16). To more precisely characterize this growth transition, we computed the growth rate over the growth curve, observing a steep fall (~2-fold) in growth rate (Fig. 1B) that coincided with a sharp increase in *hpf* transcription (P*_hpf_*-luc activity). The usual expectation is that increased transcription results in increased protein production. However, the known positive correlation between growth rate and protein synthesis (21) suggests that under conditions where growth rate is falling, predicting HPF abundance may not be straightforward.

**Fig 1:**
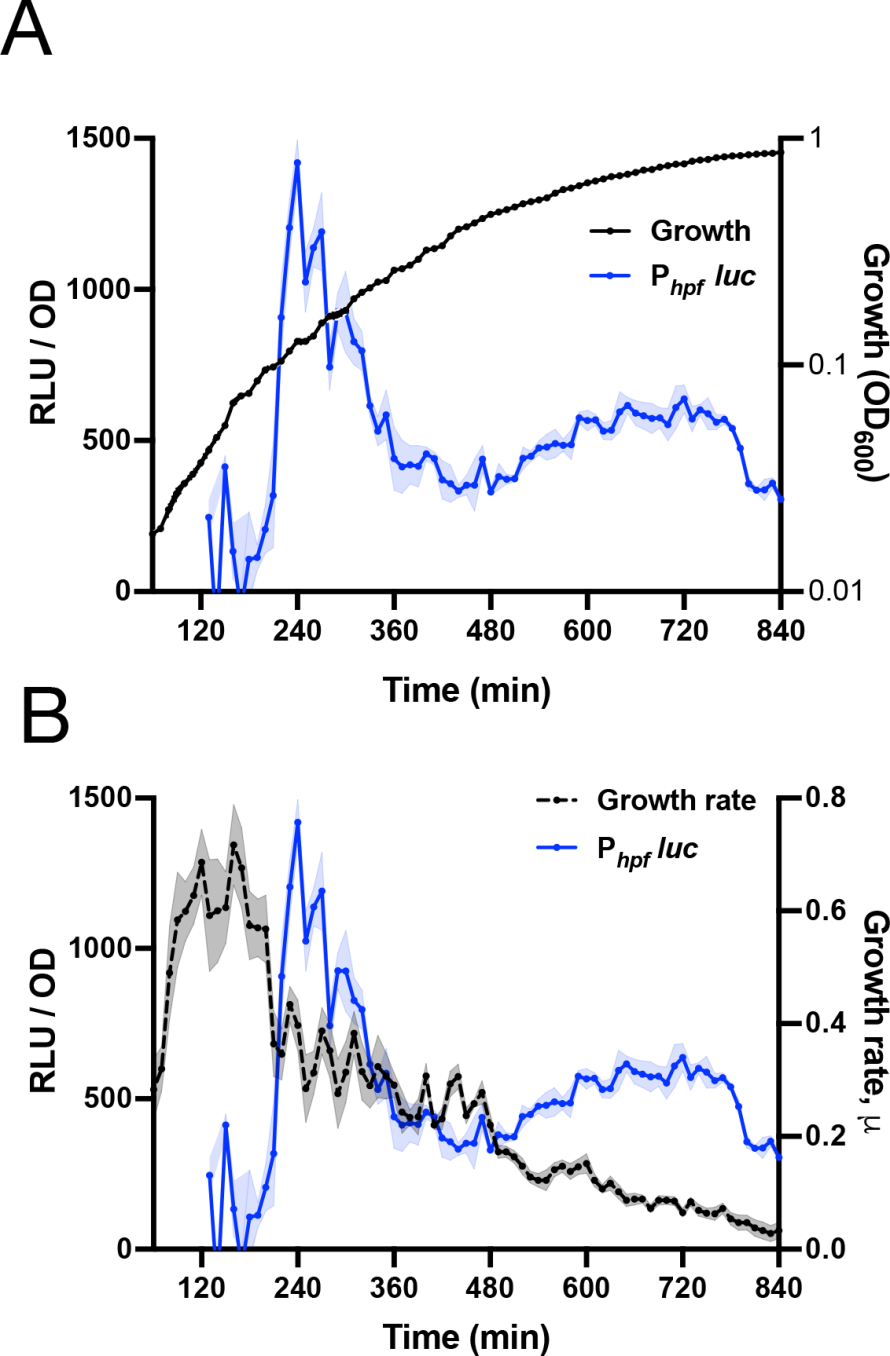
P*_hpf_-luc* expression and growth rate. (**A**) Growth (black, OD_600_) and luminescence (RLU/OD_600_; blue) of P*_hpf_-luc* expressing strain (JDB4811). (**B**) Luminescence (RLU/OD; blue) and growth rate (black) of P*_hpf_-luc* strain. Growth rate/hour (μ) at a given time (t_n_) is defined as ln [OD_600_ (t_n_) / OD_600_ (t_n-60_)]. The shading around the graph line represents the standard error of the mean, calculated from triplicate measurements.

To address this, we obtained samples of cell lysates at points in the growth curve near the spike in *hpf* transcription (Fig. 2A, arrows) and probed them with an anti-HPF antibody. This analysis revealed that HPF synthesis initiated at approximately the same time in growth as the increase in luciferase activity (Fig. 2C, “wildtype”), similar to that observed in rich growth media (17, 22). To confirm that this interval of growth slowdown is characterized by reduced global protein synthesis, we monitored incorporation of a modified puromycin (OPP) into newly synthesized polypeptide chains that can be visualized by click chemistry with a fluorophore (19). We observed that global protein synthesis decreased during the same interval (Fig. 2D and E; 200–240 min) when both *hpf* transcription (Fig. 2A) and HPF protein synthesis (Fig. 2C, left) increased.

**Fig 2:**
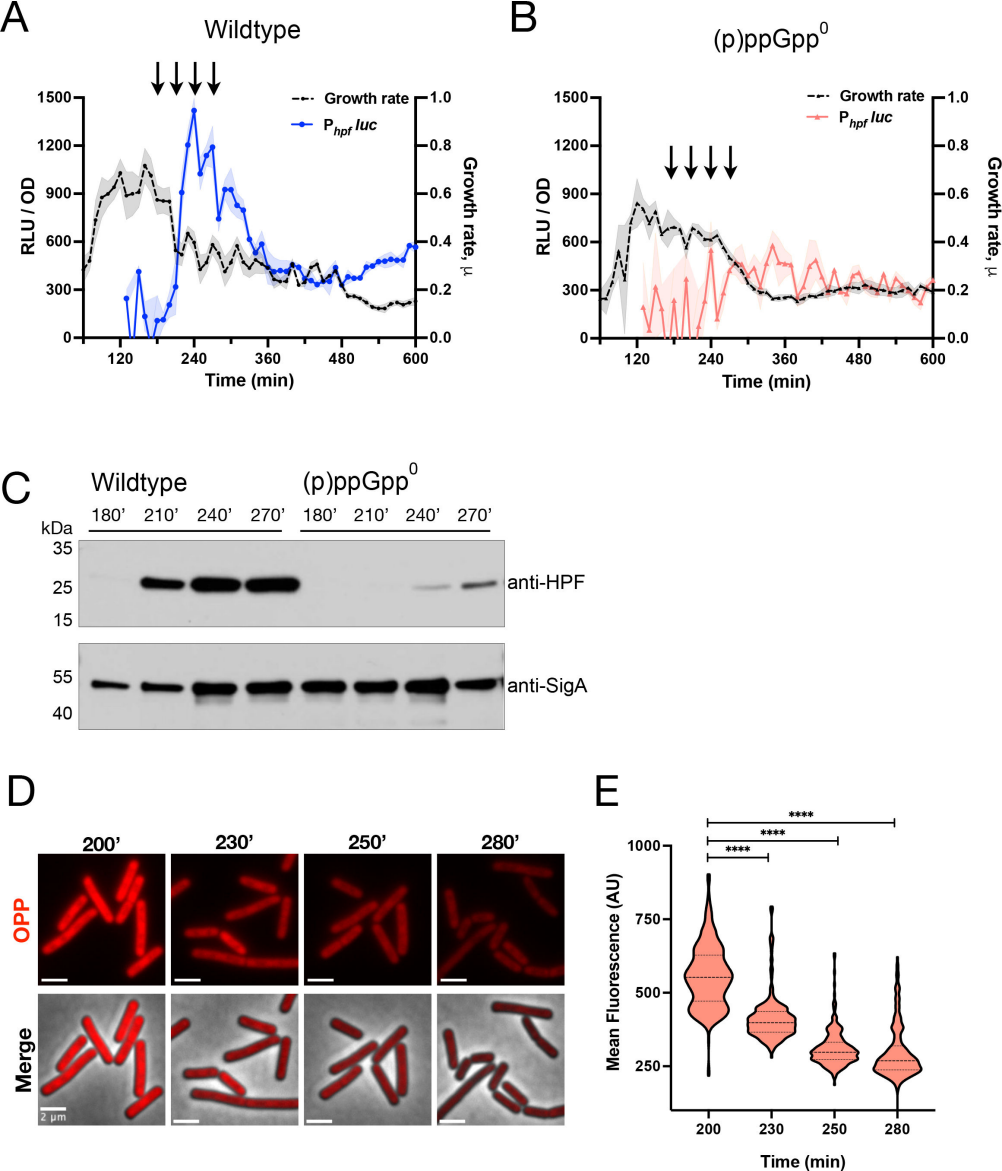
(p)ppGpp is essential for activating *hpf* transcription. (**A**) Luminescence (RLU/OD_600_; blue) and growth rate (black) of wild-type strain (JDB4811) harboring P*_hpf_-luc* and (**B**) luminescence (RLU/OD_600_; red) and growth rate (black) of (p)ppGpp^0^ strain (JDB4812) harboring P*_hpf_-luc*. The shading around the graph line represents the SEM, calculated from triplicate measurements. Data are representative of three independent experiments. (**C**) Immunoblot analysis of HPF protein (upper panel) was performed using anti-HPF antibodies and cell-free extracts from wild-type and (p)ppGpp^0^ strains collected at specific time points (minutes), shown by arrows in 2A and 2B graphs. An abundance of SigA (lower panel) was monitored by anti-SigA antibodies that serve as a loading control. (**D**) Representative fluorescence microscopy images of the wild-type strain labeled with OPP at specified time points (min) are shown. The upper panel displays OPP fluorescence images, while the lower panel shows merged images with phase contrast. (Scale bar: 2 µm). (**E**) Population distribution of mean fluorescence (in arbitrary units, AU) in the wild-type strain (JDB4811) at specified times according to D. **** indicates a two-tailed *P*-value, derived from a non-parametric Mann-Whitney U-test, of *P* < 0.0001. Shown is a representative of three independent experiments. Approximately 300 cells/time point were analyzed.

These results suggest that a regulatory mechanism specifically active at this inflection point of the growth curve underlies increased *hpf* transcription. A possible component of such a mechanism is the alarmone (p)ppGpp since it regulates cellular processes in response to changes in growth (19). Consistently, the (p)ppGpp synthetase Rel is necessary for *hpf* transcription in *B. subtilis* (16). However, two additional (p)ppGpp synthetases—SasA and SasB—were identified subsequent to the publication of this report (23, 24). We therefore examined P*_hpf_*-luc activity in a strain lacking all three *B. subtilis* (p)ppGpp synthetases ((p)ppGpp^0^), observing that it was almost completely attenuated (Fig. 2B, red). Consistently, HPF protein production was also substantially reduced in this strain (Fig. 2C, right, “(p)ppGpp^0^”).

To dissect the role of each of the (p)ppGpp synthetases in the activation of P*_hpf_*, we monitored luciferase activity in three strains, each carrying P*_hpf_*-luc and a mutation in a single synthetase. In a strain expressing a Rel mutant containing a loss-of-function mutation (Y308A) in the catalytic domain (Rel*), luciferase activity was modestly attenuated whereas *sasA* or *sasB* deletions had little effect (Fig. S1). However, mutations in (p)ppGpp synthetases differentially affect protein synthesis (e.g., a ∆*sasB* strain exhibits higher global protein synthesis whereas a ∆*sasA* strain is lower compared to the wild-type parent [25]), and thus could affect luciferase activity independent of an effect on transcription. We therefore employed fluorescence *in situ* hybridization (FISH), a technique independent of protein synthesis, and investigated the effect of individual mutations on a reporter composed of P*_hpf_* fused to *gfp* (P*_hpf_*-GFP^mut2^) using oligonucleotides complementary to *gfp* mRNA. At an early transition time point, similar to P*_hpf_*-luc induction, both the *rel^Y308A^* and the ∆*sasB* mutations attenuated P*_hpf_* transcription, whereas a ∆*sasA* mutation increased it (Fig. S2). These results are consistent with the function of Rel and SasB as (p)ppGpp synthetases (23, 24) and SasA being a negative regulator of SasB (25).

What accounts for the requirement of (p)ppGpp for *hpf* transcription and subsequent HPF protein production? The sigma factors σ^H^ and σ^Β^ bind defined sites in the *hpf* promoter, and strains carrying deletions in their respective genes, *sigH* and *sigB*, exhibit attenuated *hpf* transcription (16). To circumvent the potential impact of deletions on overall cellular physiology, we designed P*_hpf_*-luc reporter fusions containing scrambled σ^H^ (P_hpf-sigH__*_-luc) or σ^Β^ binding sites (P_hpf-sigB__*_ -luc) or both (P_hpf-sigHB*_-luc) (Fig. 3A; Fig. S3 and S4, respectively). A strain carrying the mutant P_hpf-sigH__*_-luc reporter exhibited substantially attenuated luciferase activity as compared to the P*_hpf_*-luc wild-type reporter (Fig. 3B and C). Expression of a reporter lacking both σ^Β^ and σ^H^ binding sites (P_hpf-sigHB*_-luc) was even lower (Fig. S4), indicating that σ^Β^ had a residual effect on activity of the P_hpf-sigH__*_-luc reporter, consistent with the defect of the P_hpf-sigB__*_-luc reporter (Fig. S3). The transition state regulator CodY also binds upstream of *hpf* (26), suggesting it regulates *hpf* transcription. However, a reporter with a scrambled CodY binding site (P_hpf-codY*_-luc) exhibited a similar pattern of activation as P*_hpf_*-luc (Fig. S5), indicating that CodY does not affect *hpf* transcription under our experimental conditions.

**Fig 3:**
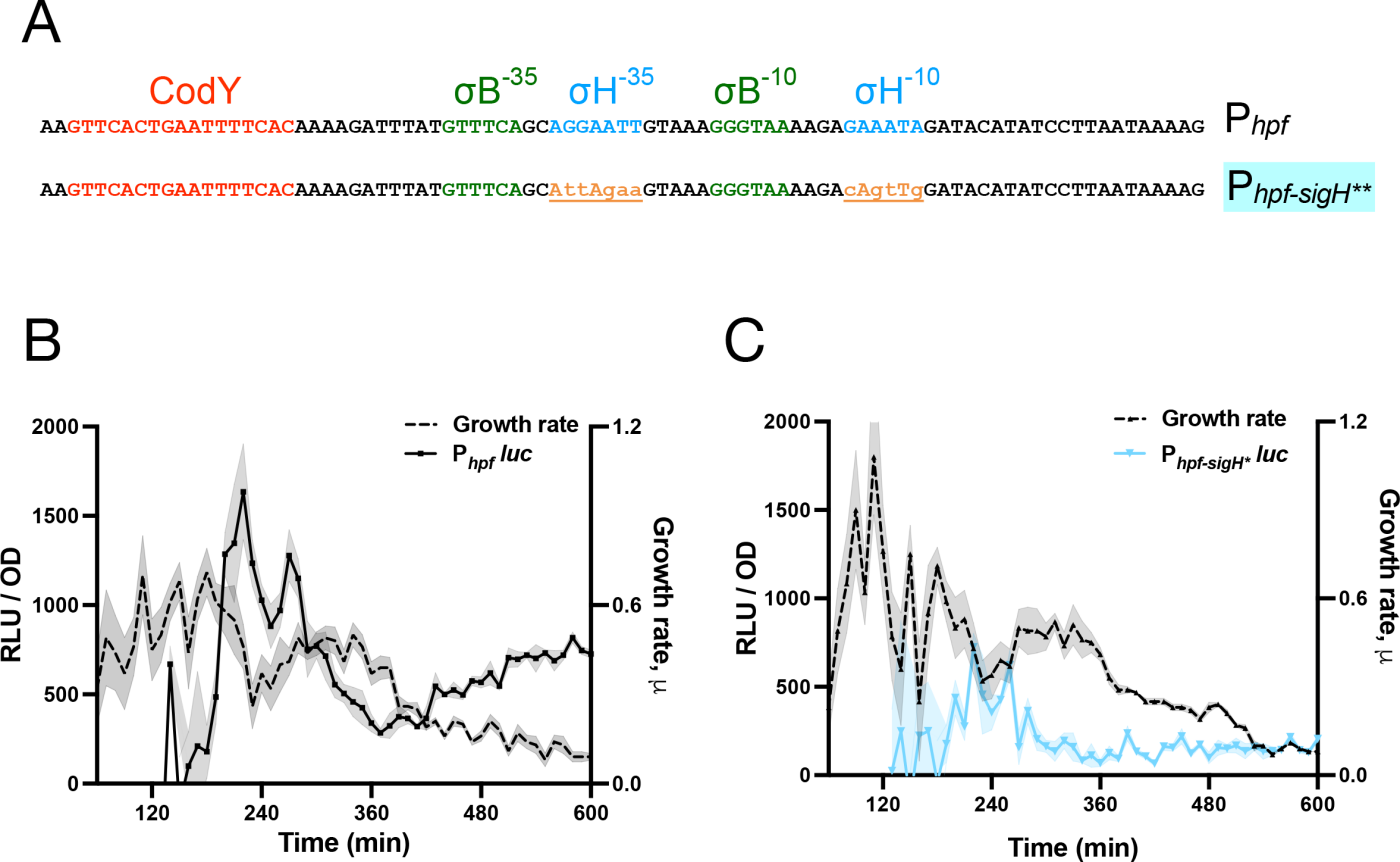
SigH is vital for P*_hpf_* activity. (**A**) Schematic representation of the *hpf* promoter with known binding sites of regulatory factors (top) and a mutant promoter (P_hpf-sigH*_) harboring mutations in the *sigH* binding site (bottom). (**B**) Luminescence (RLU/OD_600_; black) and growth rate (black) of wild-type strain (JDB4811) harboring P*_hpf_-luc* and (**C**) luminescence (RLU/OD_600_; light blue) and growth rate (black) of P_hpf-sigH*_ -luc mutant reporter (JDB4813). The shading around the graph line represents the SEM, calculated from triplicate measurements. Data are representative of three independent experiments

The key role played by σ^H^ in *hpf* transcription suggests that regulation of σ^H^ expression could be the locus of control by (p)ppGpp. To examine transcriptional regulation of *sigH*, we constructed a fusion of P*_sigH_* to luciferase (P*_sigH_*-luc), which exhibited a pattern of expression similar to P*_hpf_*-luc, with a sharp peak starting at ~180 min (Fig. 4A). And, again similar to P*_hpf_*, expression of P*_sigH_*-luc was significantly attenuated in a (p)ppGpp^0^ strain lacking all three (p)ppGpp synthetases (Fig. 4B), indicating that (p)ppGpp is likely affecting a regulatory step upstream of σ^H^ expression. A key regulator of *sigH* transcription is AbrB, a repressor of many transition-phase genes including *sigH* (27). We confirmed this repression occurs under our experimental conditions by examining P*_sigH_*-luc activity in a strain lacking *abrB*, observing that *sigH* transcription was increased as compared to the wild-type parent (Fig. S6). Thus, since decreased AbrB abundance leads to *sigH* activation (28) and consequently increased *hpf* expression, changes in AbrB levels could be responsible for the observed increases in P*_sigH_*-luc and P*_hpf_*-luc expressions.

**Fig 4:**
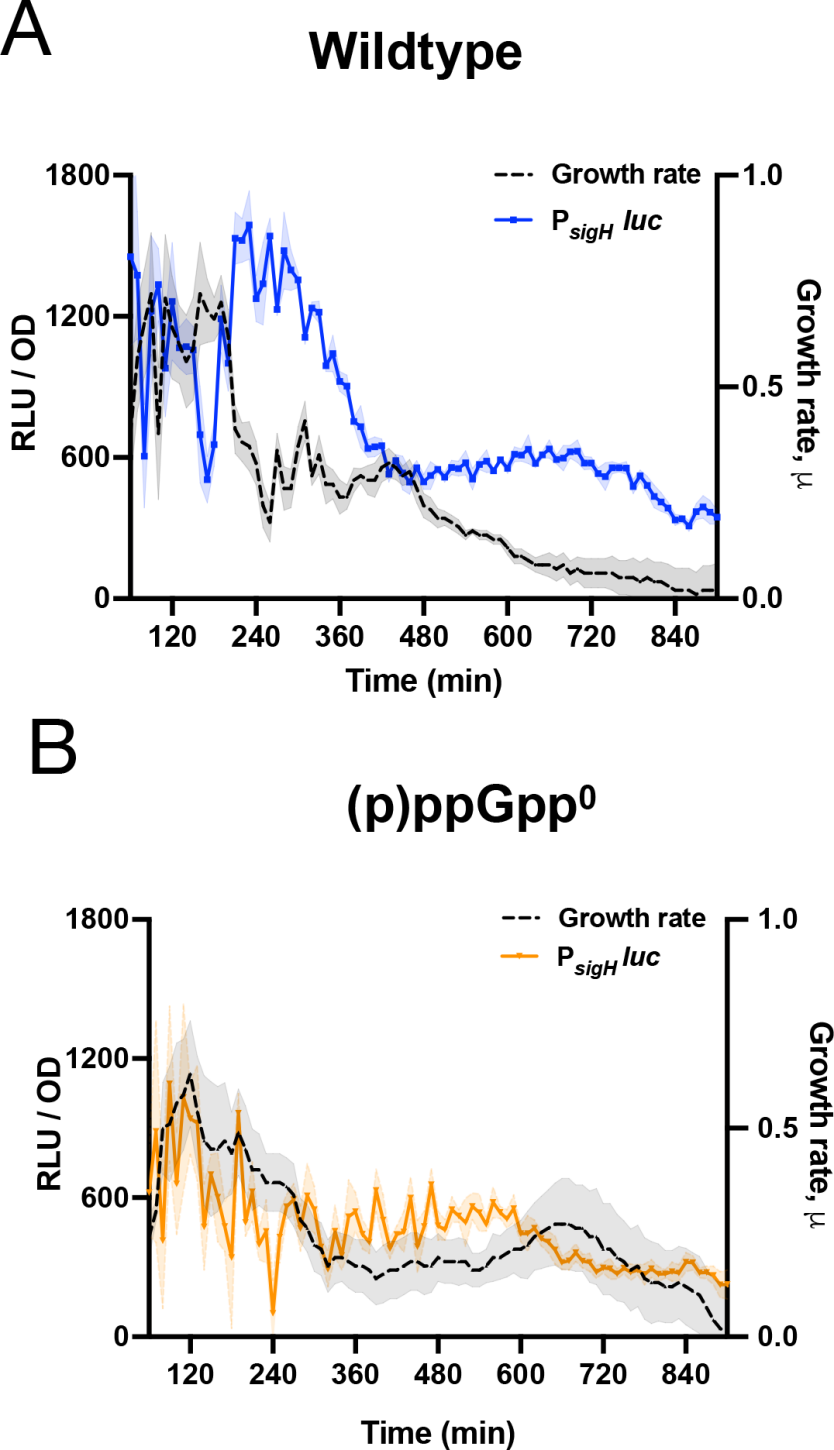
(p)ppGpp modulates *sigH* transcription. (**A**) Luminescence (RLU/OD_600_; blue) and growth rate (black) of wild-type strain (JDB4819) harboring P*_sigH_-luc,* and (**B**) luminescence (RLU/OD_600_; orange) and growth rate (black) of (p)ppGpp^0^ strain (JDB4820) harboring P*_sigH_-luc*. The shading around the graph line represents the SEM calculated from triplicate measurements. Data are representative of three independent experiments.

We therefore investigated AbrB abundance immediately prior to these peaks, reasoning that any changes would precede any such transcriptional changes. We initially attempted Western analysis using an anti-AbrB antibody, but were unable to consistently observe robust changes in AbrB protein levels. Alternatively, we measured the fluorescence of single cells of a strain expressing a functional AbrB-GFP fusion expressed at the endogenous locus (29). We monitored a culture expressing both *P_hpf_-*luc and AbrB-GFP and obtained samples of cells at time points before and during the initial period of the peak (Fig. 5A, arrows). Analysis of single cells by microscopy (Fig. 5C and D, “wildtype”) revealed a decrease in the average AbrB-GFP signal (~40%) around the time of increase in *P_hpf_-*luc activity, consistent with our hypothesis that lower AbrB levels accompany an increase in *hpf* transcription.

**Fig 5:**
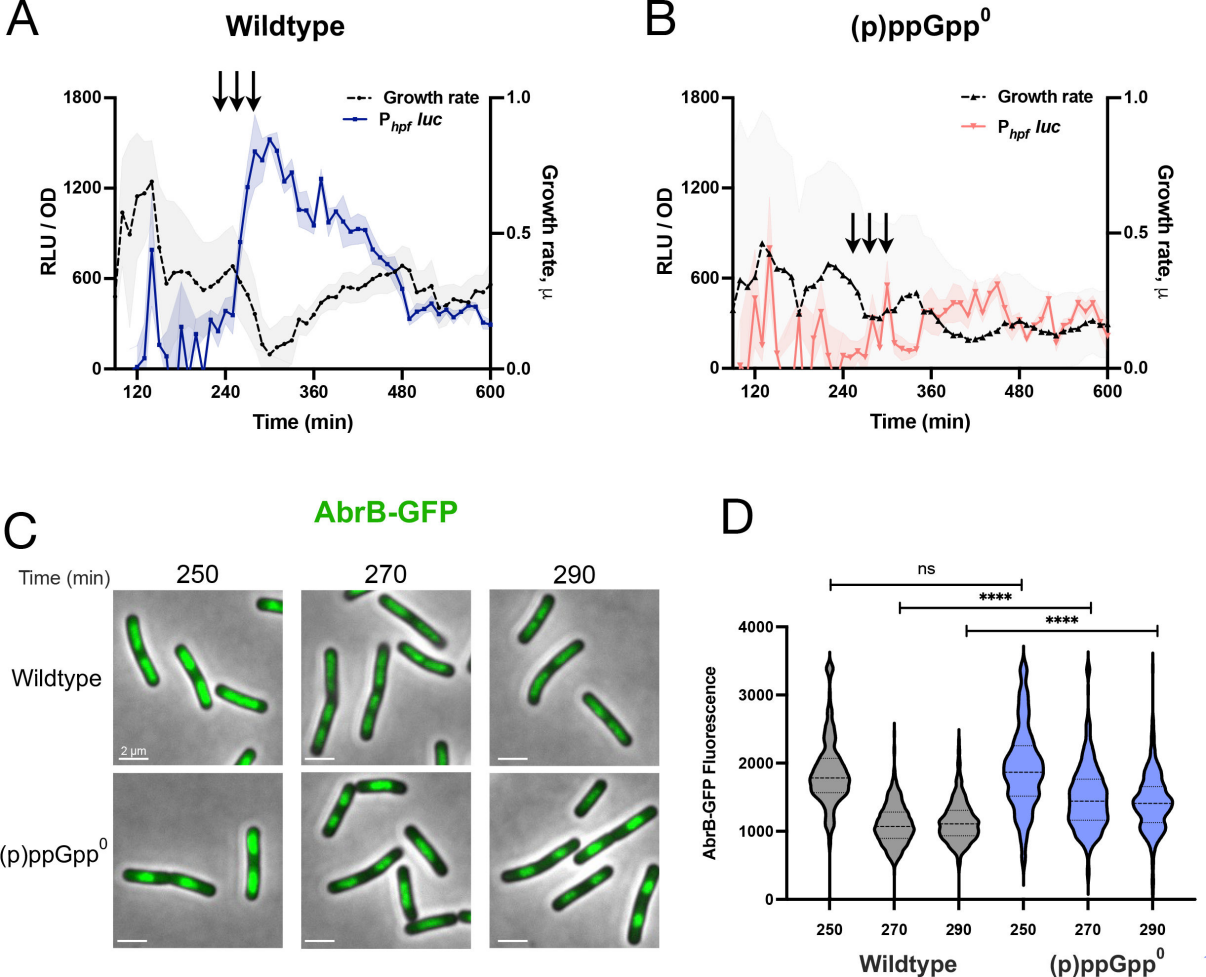
(p)ppGpp^0^ mutant exhibits comparably higher levels of transcriptional repressor AbrB. (**A**) Luminescence (RLU/OD_600_; blue) and growth rate (black) of wild-type strain (JDB4823) harboring P*_hpf_ -luc* expressing AbrB-GFP and (**B**) luminescence (RLU/OD_600_; red) and growth rate (black) of (p)ppGpp^0^ strain (JDB4824) harboring P*_hpf_-luc* expressing AbrB-GFP fusion. The shading around the graph line represents the SEM, calculated from triplicate measurements. (**C**) Aliquots were obtained at specified time points indicated by arrows in A and B, and imaging was performed. Representative microscopy images are shown (scale bar: 2 µm). (**D**) Population distribution of AbrB-GFP fluorescence in the wild-type and (p)ppGpp^0^ strains at specified time points. **** denotes a two-tailed *P*-value, derived from a non-parametric Mann-Whitney U-test, of *P* < 0.0001. ns denotes a *P*-value = 0.132. Approximately 300 cells per time point were analyzed. The image analysis is representative of three independent experiments.

Two possible causes of lower AbrB levels are reduced *abrB* transcription or AbrB protein synthesis. To investigate the first possibility, we constructed a fusion of P*_abrB_* to firefly luciferase (P*_abrB_*-luc) and monitored its activity, observing that P*_abr_* increased during approximately the same interval (~200–250 min) as P*_hpf_* and P*_sigH_* (Fig. S7). Thus, changes in *abrB* transcription likely do not account for the observed decrease in AbrB-GFP abundance (Fig. 5C and D, “wildtype”). Alternatively, the decrease in AbrB-GFP abundance may be a consequence of the attenuation of global protein synthesis during the period of *hpf* activation (Fig. 2D and E). This attenuation is partially dependent on (p)ppGpp as a (p)ppGpp^0^ strain exhibited higher levels of OPP labeling during this interval (200–250 min) as compared to the wild-type parent (Fig. S8). To investigate if this was also true for AbrB-GFP, we compared its abundance in (p)ppGpp^0^ and wild-type parent strains, observing that AbrB-GFP levels were higher in the (p)ppGpp^0^ background (Fig. 5C and D, “(p)ppGpp^0^”). Thus, (p)ppGpp affects AbrB abundance, providing a plausible explanation for the dependence of increased expression of σ^H^ and HPF on (p)ppGpp.

To investigate this mechanism, we first examined if artificially increasing AbrB levels inhibits σ^H^ activity and thereby HPF expression. We integrated an IPTG-inducible allele of *abrB-gfp* at an ectopic locus into a strain with *abrB-gfp* at its endogenous locus, thereby creating a merodiploid. We confirmed overexpression by comparing AbrB-GFP levels between the native strain and the merodiploid strain (Fig. S7A). We then monitored P*_hpf_*-luc under similar conditions, observing a decline in P*_hpf_* activity with increasing amounts of IPTG (Fig. S7B through D). Thus, additional copies of AbrB reduce the expression of the σ^H^ target *hpf*, mimicking the absence of (p)ppGpp.

This mechanism implies a temporal relationship between AbrB levels and the expression of σ^H^ and HPF. Given the single-cell heterogeneity in AbrB-GFP expression (Fig. 5D), we examined P*_sigH_* and P*_hpf_* expression using single-cell reporters (P*_sigH_-yfp* and P*_hpf_-yfp*, respectively). We imaged samples of cultures taken before, during, and after the rise in P*_sigH_* and P*_hpf_* expression as determined by luciferase reporters (Fig. 6A), observing that as AbrB levels fell, expression of P*_sigH_* followed by P*_hpf_* increased (Fig. 6B), as confirmed by single-cell quantification (Fig. 6C through E). Thus, these data are consistent with the interpretation that (p)ppGpp acts to lower AbrB levels (Fig. 5C and D), thereby stimulating σ^H^ expression and, consequently, that of its downstream target, HPF.

**Fig 6:**
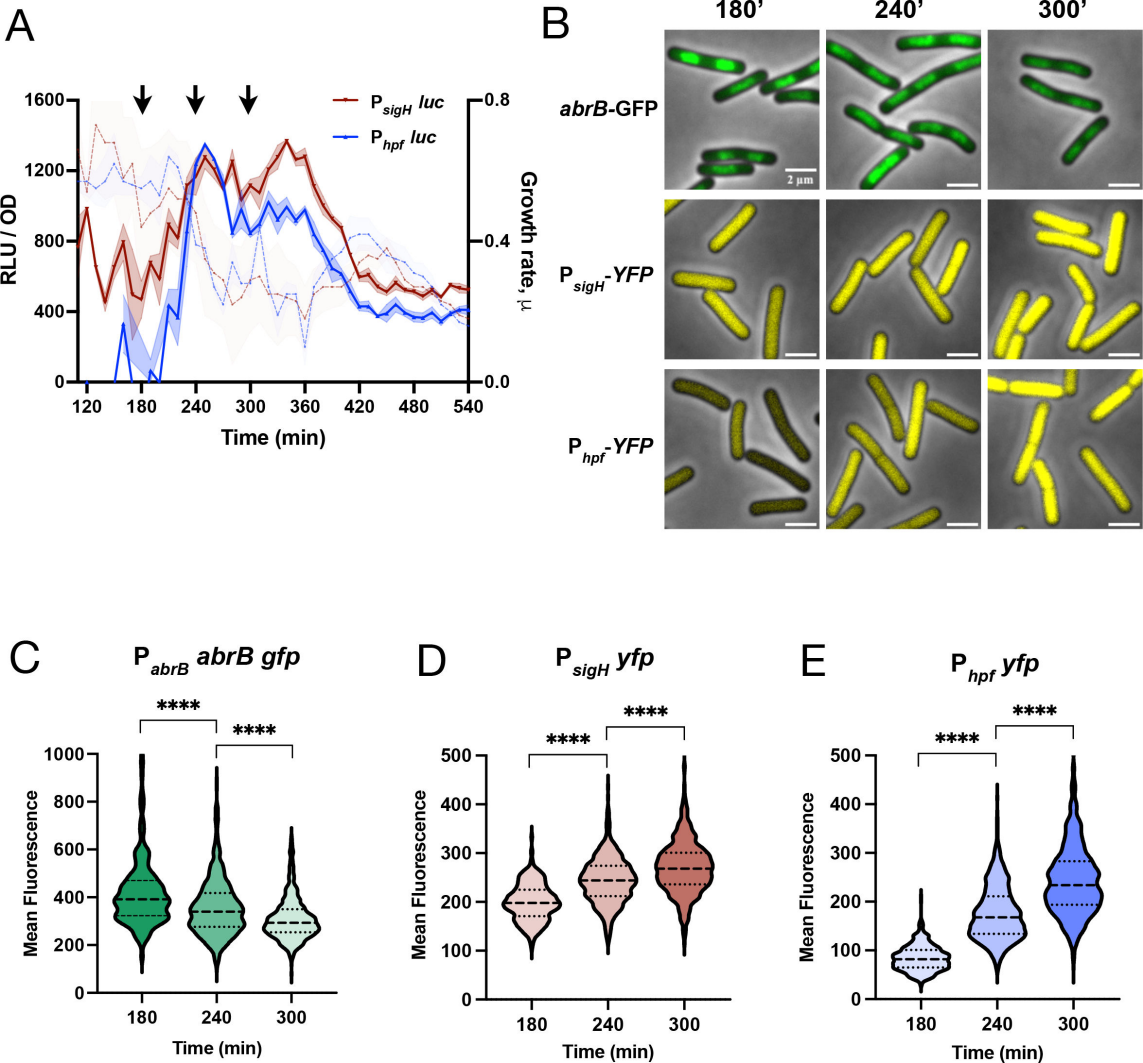
Decrease of AbrB abundance promotes the SigH activation, which leads to HPF induction. (**A**) Luminescence (RLU/OD_600_) and growth rate (brown) of wild-type strain harboring P*_sigH_-luc* (JDB4819); luminescence (RLU/OD_600_) and growth rate (in blue) of a wild-type strain harboring P*_hpf_-luc* (JDB4811). The shading around the graph line represents the SEM, calculated from triplicate measurements. (**B**) Aliquots were collected at specific time points from wild-type strains with fluorescent reporters as shown by the arrows in panel (**A**). These strains were grown under the same conditions as in (**A**). The upper panel shows representative images of strain expressing the P*_abrB_-abrB-gfp* (JDB4823), the middle panel displays representative images of the P*_sigH_-yfp* (JDB4850), and the lower panel features representative images of the P*_hpf_ -yfp* (JDB4851). (Scale bar: 2 µm). (**C–E**) Population distribution of fluorescence in the wild-type strains expressing P*_abrB_-abrB-gfp* (**C**), P*_sigH_-yfp* (**D**), and P*_hpf_-yfp* (**E**) analyzed at specified time points. **** denotes a two-tailed *P*-value, derived from a non-parametric Mann-Whitney U-test, *P* < 0.0001. Approximately 300 cells were analyzed per time point.

The σ^H^ regulon is relatively large (30), suggesting that other genes could be regulated by (p)ppGpp similarly to *hpf*. To investigate this possibility, we employed scRNAseq (single-cell RNA sequencing) (31) since FISH analysis of a P*_hpf_*-GFP reporter indicates that *hpf* transcription in single cells is rather heterogeneous (Fig. 7A and B). 

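The transcriptome data come from ProBac-seq, in which DNA probes hybridized to mRNA inside fixed, permeabilized cells are captured in droplets and counted per cell barcode as unique molecular identifiers (UMIs). Wild type and (p)ppGpp0 cells, both carrying P*_hpf_*-luc, were each profiled in 2 libraries. The paper gives the time of sampling as 240 min, and the sample records give it as about 300 min. Neither says whether the 2 libraries of a strain came from separate cultures. The values deposited by the authors are counts, with UMIs listed for each probe and each barcode that their processing called a cell, before normalization. Here the UMIs of all probes of a gene (median 11 probes) and all barcodes of a library were summed. The totals were 640870 and 7467818 UMIs for the wild type and 4500718 and 5295129 UMIs for (p)ppGpp0. Each gene was then compared between the strains with edgeR's quasi-likelihood test, with libraries rather than cells as replicates (n = 2 per strain), TMM scaling and Benjamini-Hochberg adjustment over the 2927 genes that passed its filter. All log2 fold changes are wild type over (p)ppGpp0. Their SE is the one implied by that test, which pools the spread over genes. The scaling sets where 0 lies, since the median over all genes was -0.15 with TMM and 0.12 with total UMIs alone.

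The deleted synthetase gene *sasB*, listed under its symbol *yjbM*, separated the strains. Its probes gave 378 CPM (UMIs of a gene relative to all UMIs of its library, 95% Poisson interval 332 to 428) and 294 (282 to 307) in the wild type libraries. They gave 7.78 (5.42 to 10.8) and 28.5 (24.2 to 33.5) in the (p)ppGpp0 libraries. The intervals cover counting error only. The log2 fold change of *sasB* was 3.87 (SE 0.35, adjusted p = 2.1e-19 from edgeR). For *sasA*, the other deleted synthetase gene, listed as *ywaC*, the probes gave 53.1 (36.7 to 74.1) and 32.0 (28.1 to 36.3) CPM in the wild type and 10.4 (7.67 to 13.9) and 29.7 (25.2 to 34.7) in (p)ppGpp0. (p)ppGpp0 replicate 2 thus lay at the level of wild type replicate 2, with intervals that overlap, although the gene is deleted. In both (p)ppGpp0 libraries the interval of *sasA* also overlapped that of the deleted *sasB*. The *sasA* values there lay at the level left for a deleted gene and need not come from *sasA* mRNA. The log2 fold change of *sasA* was 0.72 (SE 0.55, adjusted p = 0.47 from edgeR). The gene for Rel, which is inactivated by a point mutation in (p)ppGpp0, had a log2 fold change of -0.06 (SE 0.34, adjusted p = 0.93 from edgeR).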

We analyzed wild-type parent and (p)ppGpp^0^ strains at a time point near maximum P*_hpf_*-luc expression. The expression of numerous genes was significantly higher in the wild type, including *hpf* (red) and *sigH* (yellow) (Fig. 7C), consistent with observations reported here (Fig. 2 and 4, respectively). Many of these genes are known members of the σ^H^ regulon (green) including *rapC* (32), *kinA* (33), and *ftsZ* (34) (Fig. 7C). 

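Of the 2927 genes tested, 297 were higher and 228 were lower in the wild type at an adjusted p under 0.05 from edgeR (n = 2 libraries per strain), and 241 and 188 of these differed by over 2-fold. The gene for the ribosome hibernation factor, *hpf*, is listed under its older symbol *yvyD*. It had 2186 ± 540 TMM-scaled CPM (SD, n = 2) in the wild type and 630 ± 41.2 in (p)ppGpp0, a log2 fold change of 1.80 (SE 0.38, adjusted p = 4.8e-05 from edgeR). *sigH*, encoding σ H, had 1036 ± 227 CPM in the wild type and 563 ± 42.8 in (p)ppGpp0. Its log2 fold change of 0.88 (SE 0.34, adjusted p = 0.055 from edgeR) did not pass the threshold, although both wild type libraries lay above both (p)ppGpp0 libraries. Across 16 other settings the adjusted p of *sigH* ran from 5.6e-05, without wild type replicate 1, to 0.21, and 9 of them were under 0.05.

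Apart from the deleted *sasB*, the largest increases were in genes for siderophore synthesis, *dhbF* with a log2 fold change of 4.41 (SE 0.38) and *dhbB* with 4.16 (SE 0.35). They were followed by *sdpB* (3.56, SE 0.35), of the operon for the cannibalism toxin SDP, and *bacA* (3.25, SE 0.32), of bacilysin synthesis, with other *dhb* genes, *yxbA* and *yxaM* in the same range. In a list of 14 genes of the response to iron starvation, 9 were higher, none was lower and 5 did not pass the test (10 higher when adjusted over the list alone). Genes of nucleotide synthesis lay at the other end. All 10 genes of pyrimidine synthesis were lower in the wild type, with *pyrD* at -4.04 (SE 0.36) and *pyrE* at -3.94 (SE 0.36), and none was higher (10 lower when adjusted over the list alone). Of 15 genes of purine synthesis, 13 were lower, none was higher and 2 did not pass the test, with *purK* at -3.68 (SE 0.41) and *purC* at -3.65 (SE 0.42) (13 lower when adjusted over the list alone). Of 53 genes of ribosomal proteins, 27 were lower, 1 was higher and 25 did not pass the test (34 lower when adjusted over the list alone), among them *rpmD*, at -2.11 (SE 0.40). Without (p)ppGpp0 replicate 2 only 8 of the 53 were lower. The camera test of limma called all 4 lists at a preset correlation (adjusted p = 2.3e-17 for iron starvation, 1.3e-29 for pyrimidine, 3.3e-32 for purine synthesis and 5.6e-11 for ribosomal proteins). With an estimated correlation none was called (adjusted p = 0.30 for iron starvation, pyrimidine and purine synthesis, and adjusted p = 0.82 for ribosomal proteins). With 2 libraries per strain that form can hardly call any list, even 1 with little correlation (0.042 for iron starvation). It therefore does not decide whether correlation between genes made the calls.

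The number of higher genes depends on the scaling. With total UMIs in place of TMM it was 430, against 167 lower, so that higher genes made up 72.0% of the calls in place of 56.6%. Without wild type replicate 2, the deeper of its strain, 160 genes were higher. Both libraries of 1 strain lay above both of the other for 722 genes in the wild type and 822 in (p)ppGpp0, together 52.8% of genes, where chance gives 33.3%. The paper proposes that other genes could be regulated by (p)ppGpp as *hpf* is, because the σ H regulon is large. From Fig. 7C it states that *hpf* and *sigH* were among the genes higher in the wild type, as their luciferase fusions were in Fig. 2 and 4.

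**Figure D1:**
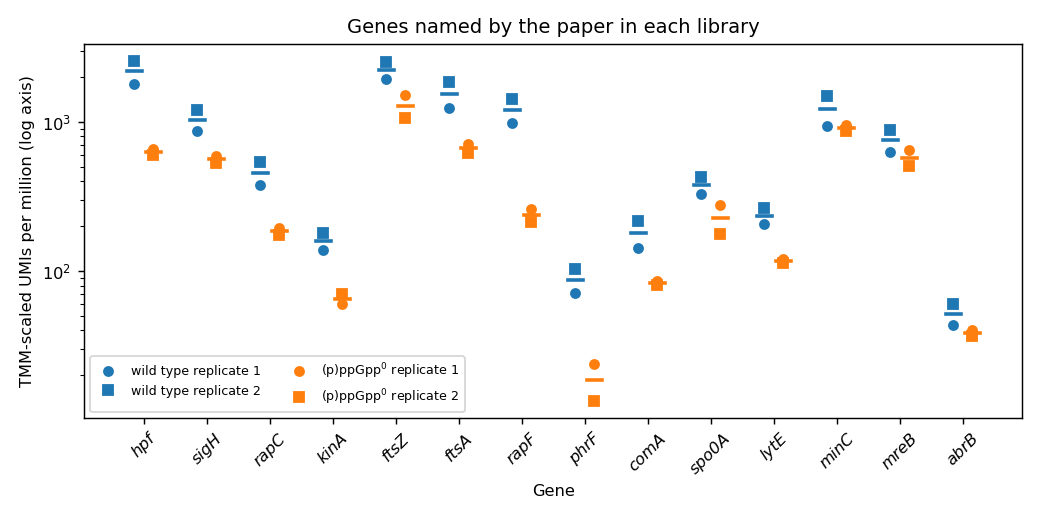
TMM-scaled CPM (log axis) of 14 genes named by the paper in each of the 2 wild type (blue) and 2 (p)ppGpp0 (orange) libraries, with circles for replicate 1, squares for replicate 2 and bars for the mean of each strain. For *hpf* the means are 2186 and 630, and for *sigH* they are 1036 and 563.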

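Of 36 genes tested from a list of the σ H regulon, 18 were higher in the wild type, none was lower and 18 did not pass edgeR's test (20 higher and 1 lower when adjusted over the list alone). DESeq2 called 19 and limma-voom 18 higher and both called none lower, and at an unadjusted p under 0.05 24 were higher and 1 was lower. The list was written from general knowledge before the data were examined, and takes in genes that the paper names from these samples, so it is not independent evidence of the direction. *rapC*, encoding a response regulator aspartate phosphatase, had 458 ± 110 TMM-scaled CPM (SD, n = 2) in the wild type and 185 ± 12.7 in (p)ppGpp0, a log2 fold change of 1.32 (SE 0.32, adjusted p = 5.7e-04 from edgeR). The sporulation kinase genes *kinA* and *kinE* had log2 fold changes of 1.30 (SE 0.29, adjusted p = 1.6e-04) and 1.75 (SE 0.30, adjusted p = 1.5e-07). *ftsZ*, encoding the division protein that forms the septal ring, had 2243 ± 425 CPM in the wild type and 1290 ± 308 in (p)ppGpp0. Its log2 fold change was 0.80 (SE 0.39, adjusted p = 0.16 from edgeR), which did not pass the threshold. The median of the list was 1.10, and 33 of its 36 genes lay above 0. Camera called the list at a preset correlation (adjusted p = 2.3e-09) but not with an estimated one (adjusted p = 0.47 with an estimated correlation). Without wild type replicate 2 the number of higher genes was 11, and *kinA* was no longer called (log2 fold change 1.09, adjusted p = 0.084). Without wild type replicate 1, *ftsZ* was called (0.98, adjusted p = 0.0030). Over 16 other settings the adjusted p ran from 3.5e-05 to 0.084 for *kinA* and from 6.3e-05 to 0.57 for *ftsZ*.

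**Figure D2:**
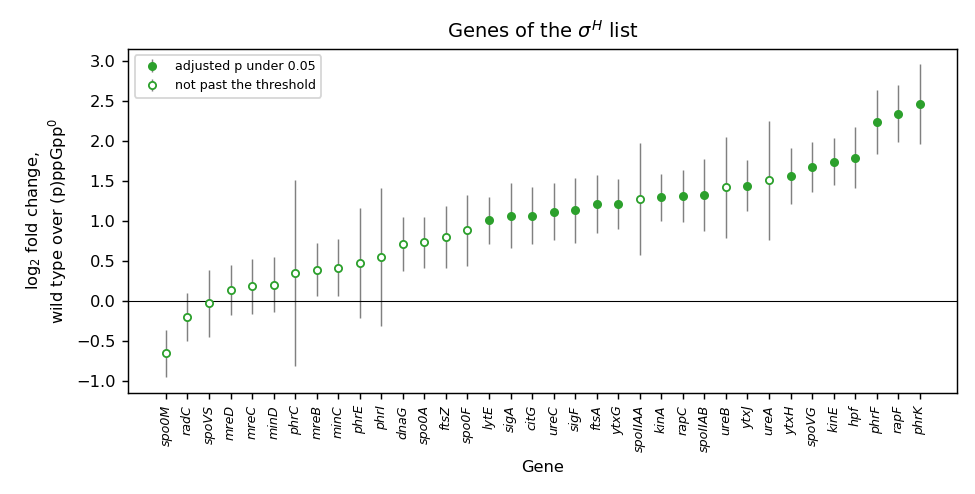
Log2 fold change, wild type over (p)ppGpp0, of each of the 36 tested genes of the σ H list in rising order (bars: standard error), with filled circles for an adjusted p under 0.05 from edgeR. The 18 filled genes all lie above 0, and 3 genes lie below 0.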

We generated firefly luciferase fusions to the promoters of several of these genes that we identified and explicitly assessed their dependence on (p)ppGpp. For example, expression of a P*_ftsAZ_*-luc fusion during post-exponential growth is dependent on (p)ppGpp (Fig. 8A and B). This dependence has physiological consequences as (p)ppGpp^0^ cells are significantly longer than the wild-type parent (Fig. 8C and D), consistent with the observation that lower levels of FtsZ and FtsA attenuate cell division (35).

**Fig 7:**
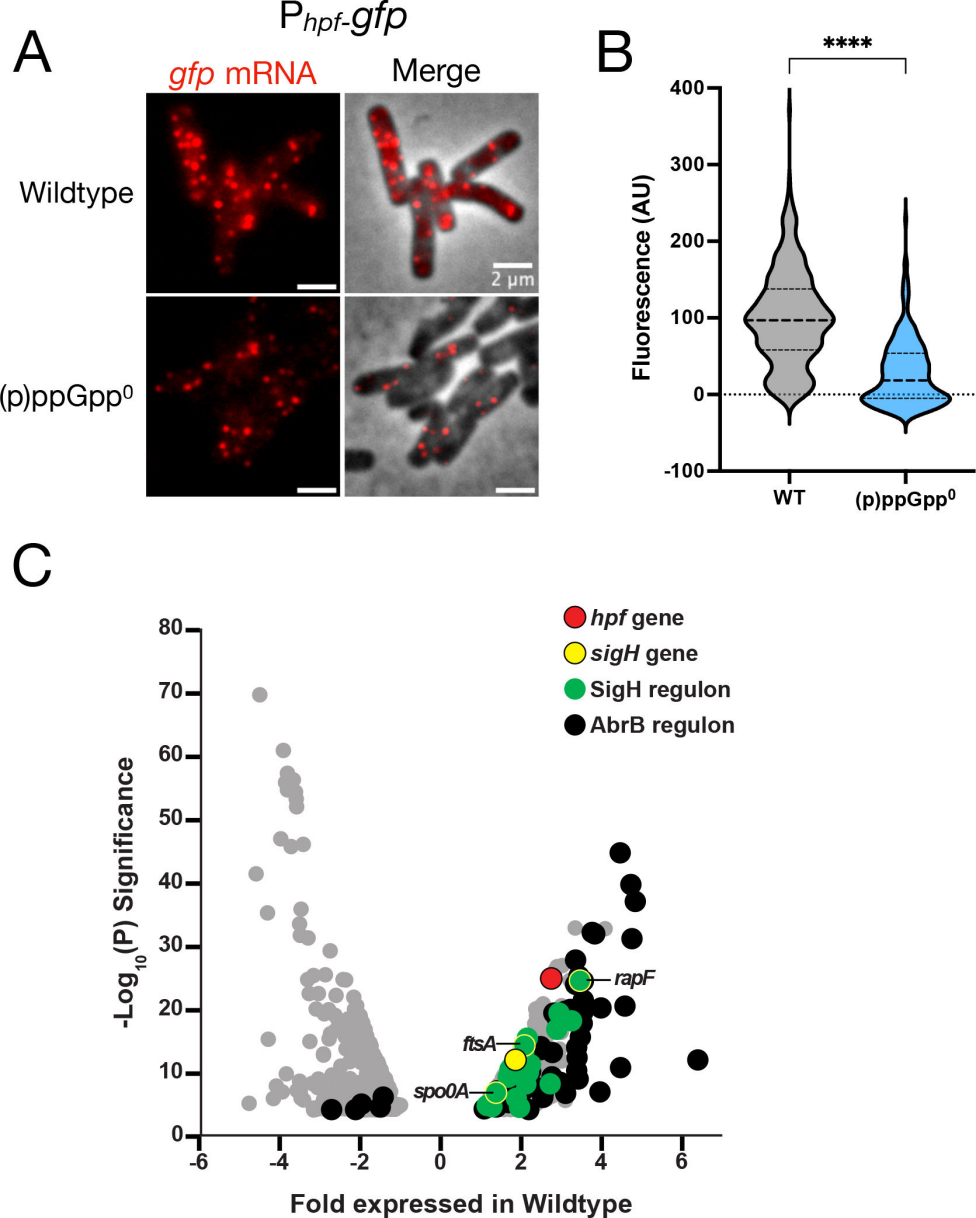
Genes and regulons upregulated in a (p)ppGpp-dependent manner. (**A**) Aliquots of wild-type (JDB4450) and (p)ppGpp^0^ (JDB4828) strains expressing P_hpf_-*gfp* were collected at 240 min and analyzed using FISH with oligonucleotides complementary to *gfp* mRNA. Representative fluorescence images of the wild-type and (p)ppGpp^0^ strains where *gfp* mRNA is hybridized with specific oligonucleotide probes (left, red) or merged with phase contrast (right). Scale bar: 2 µm. (**B**) Population distribution of fluorescence. **** denotes a two-tailed *P*-value, derived from a non-parametric Mann-Whitney U-test, of *P* < 0.0001. (**C**) Samples of wild-type (JDB4811) and (p)ppGpp^0^ (JDB4812) strains expressing P*_hpf_-luc* were collected at the time of maximal P*_hpf_ -luc* (t = 240 min) and analyzed using scRNA-seq (31). Shown is the differential gene expression between the wild-type and a (p)ppGpp^0^ mutant, with each dot representing a single gene. Indicated are *hpf* (red), *sigH* (yellow), SigH regulon (green), AbrB regulon (black), and genes downregulated in a (p)ppGpp^0^ mutant (gray). Genes further characterized, including *ftsA, rapF, and spo0A*, are highlighted in the volcano plot as green, encircled by yellow circles. The fold differences in gene expression are indicated on the *x*-axis, and the fold difference Log_10_(*P*) statistical significance is represented on the *y*-axis.

**Fig 8:**
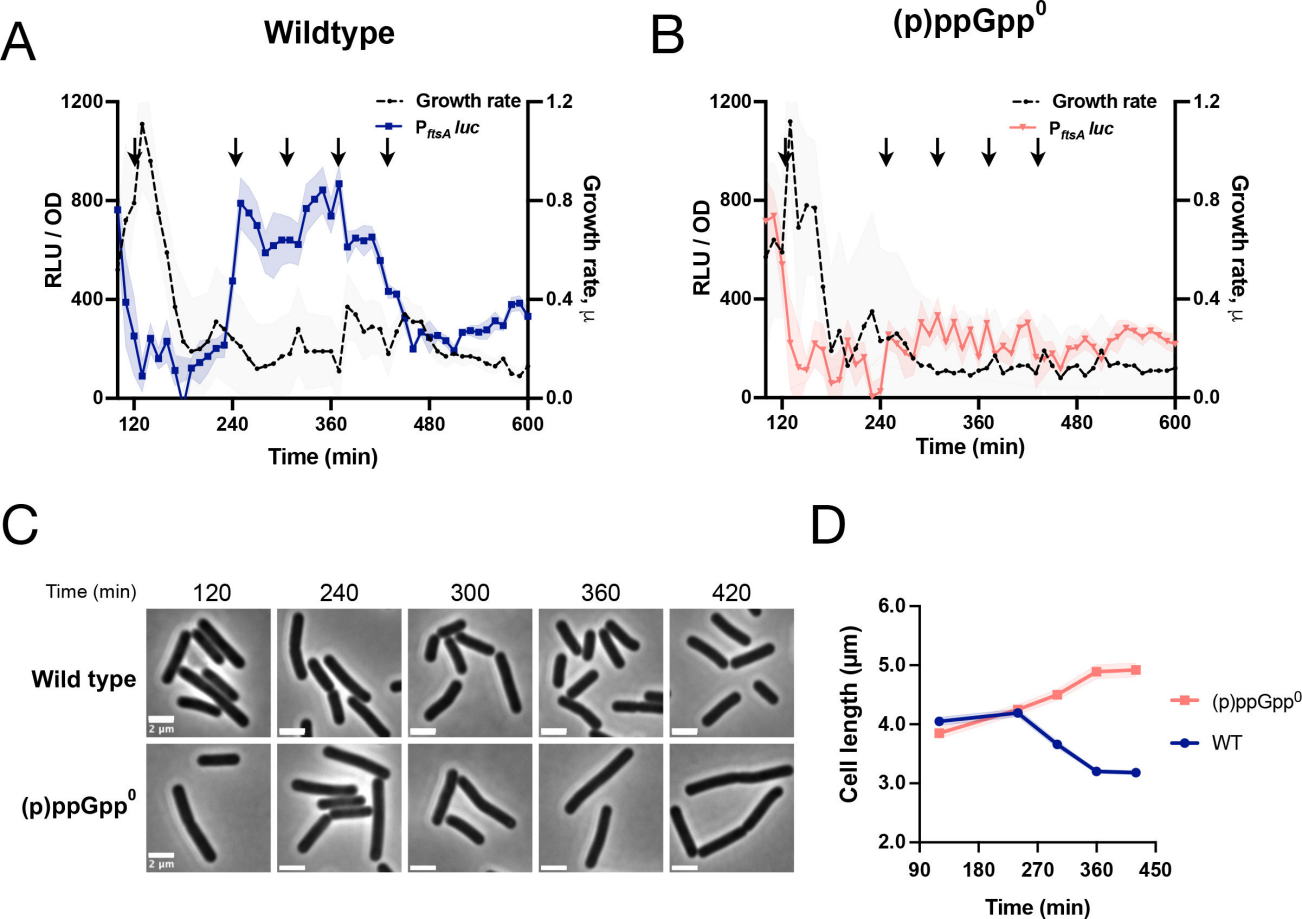
Role of (p)ppGpp in cell division. (**A**) Luminescence (RLU/OD_600_; blue) and growth rate (black) of wild-type strain (JDB4829) harboring P*_ftsA_-luc* and (**B**) luminescence (RLU/OD_600_; red) and growth rate (black) of (p)ppGpp^0^ strain (JDB4830) harboring P*_ftsA_-luc*. The shading around the graph line represents the SEM, calculated from triplicate measurements. (**C**) Representative microscopy images of the wild-type and (p)ppGpp^0^ strains taken at time points indicated in A (arrows), (scale bar: 2 µm); (**D**) average cell length (µm) measured over time during growth for the wild-type (blue) and (p)ppGpp^0^ (red) strains.

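The adjacent genes *rapF* and *phrF*, which encode a Rap protein and its inhibitory peptide, were higher in the wild type than in (p)ppGpp0. *rapF* had 1206 ± 308 TMM-scaled CPM (SD, n = 2) in the wild type and 238 ± 34.4 in (p)ppGpp0, a log2 fold change of 2.35 (SE 0.35, adjusted p = 1.6e-09 from edgeR). *phrF* had 86.9 ± 22.4 CPM in the wild type and 18.5 ± 7.30 in (p)ppGpp0, a log2 fold change of 2.25 (SE 0.40, adjusted p = 6.8e-07). *comA*, for the response regulator that these proteins act on, had a log2 fold change of 1.13 (SE 0.30, adjusted p = 0.0015). Without wild type replicate 2, *phrF* (1.94, adjusted p = 0.079) and *comA* (0.78, adjusted p = 0.25) were no longer called by edgeR. Over 16 other settings the adjusted p ran from 2.6e-09 to 0.079 for *phrF* and from 1.7e-04 to 0.25 for *comA*.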

Expression of *rapF* is also σ^H^-dependent (32) and (p)ppGpp-dependent (Fig. 7C). Consistently, a P*_rapF_*-luc fusion is dependent on (p)ppGpp, at least during post-exponential growth (Fig. 9A and B). P*_rapF_* drives expression of the genes encoding RapF and its inhibitor PhrF, and together, both proteins control the transcription factor ComA (36), the master regulator of competence gene expression (37). 

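Of 13 genes in a list of the ComA regulon, 6 were higher in the wild type, none was lower and 7 did not pass edgeR's test (6 higher when adjusted over the list alone). DESeq2 and limma-voom also called 6 higher and none lower, and at an unadjusted p under 0.05 6 were higher and none was lower. The list takes in *rapF* and *phrF*. Another pair, the phosphatase gene *rapA* and its inhibitor gene *phrA*, had log2 fold changes of 1.48 (SE 0.36, adjusted p = 4.3e-04) and 1.70 (SE 0.30, adjusted p = 3.8e-07). Without the top probe of each gene, *phrA* was not called by edgeR (adjusted p = 0.22). The median of the 13 was 0.54, but it was 1.03 without (p)ppGpp0 replicate 1, 1.08 when thinned and 1.11 with a minimum count of 50. With total UMIs in place of TMM, 10 of the 13 were higher. Camera called the list at a preset correlation (adjusted p = 1.3e-04) and not with an estimated one (adjusted p = 0.64 with an estimated correlation). Of 21 genes of the competence machinery, which takes up DNA, none was higher, none was lower and 21 did not pass the test. DESeq2 and limma-voom called none either, and at an unadjusted p under 0.05 none was higher and 1 was lower. With a block for crossed replicate numbers, chosen after the data were seen, 2 were lower, *comEA* (adjusted p = 0.018, up to 0.65 over 14 settings) and *comC* (adjusted p = 0.037, up to 0.63). *comEA*, for a DNA receptor, had a log2 fold change of -1.58 (SE 0.78) and *ssbB*, for a DNA-binding protein, of 0.68 (SE 0.38). Some of the 21 had very few UMIs. In wild type replicate 1 *comEA* had 4 and *comC* 3, against 56 for *ssbB*. The lack of calls thus does not show that these genes were alike in the strains. The median of the 21 was -0.18, but it was 0.08 with total UMIs in place of TMM, 0.07 without (p)ppGpp0 replicate 1 or without the top probe of each gene, 0.20 without (p)ppGpp0 replicate 2 and -0.34 without wild type replicate 1. Camera did not call them (adjusted p = 0.62).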

We therefore investigated if the dependence of P*_rapF_* expression on (p)ppGpp has consequences for the development of competence. We obtained cells from both a wild-type parent and a (p)ppGpp^0^ strain at a time point associated with high P*_rapF_* expression (Fig. 9A and B, arrow). We incubated the cells with genomic DNA from a suitable donor strain, observing that the (p)ppGpp^0^ strain was reduced >100-fold in transformability as compared to the wild-type parent (Table 1). A third σ^H^-dependent gene we identified (Fig. 7C) as being positively regulated by (p)ppGpp is *spo0A*, encoding the master regulator of sporulation and other post-exponential processes. 

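*spo0A* had 377 ± 67.8 TMM-scaled CPM (SD, n = 2) in the wild type and 227 ± 71.3 in (p)ppGpp0. The log2 fold change of 0.74 (SE 0.32, adjusted p = 0.095 from edgeR) did not pass the threshold. It passed without wild type replicate 1 (0.90, adjusted p = 0.031) and without (p)ppGpp0 replicate 1 (1.23, adjusted p = 0.0028), and over 16 other settings the adjusted p ran from 0.0028 to 0.42. In a list of 26 genes of early sporulation, 4 were higher in the wild type, none was lower and 22 did not pass the test (4 higher when adjusted over the list alone). DESeq2 and limma-voom also called 4 higher, with none and 1 lower, and at an unadjusted p under 0.05 6 were higher and 1 was lower. *kinB*, encoding a sporulation kinase, had a log2 fold change of 1.79 (SE 0.53, adjusted p = 0.0063), and *sigF*, for the sporulation sigma factor σ F, of 1.14 (SE 0.41, adjusted p = 0.031). The others were *kinA* and *spoIIAB*. None of the 26 was higher and 1 was lower without wild type replicate 2, 2 were higher without wild type replicate 1, and with a block for replicate number 2 were. *kinB* had 1.70 and 1.89 without wild type replicate 1 and without replicate 2 (adjusted p = 0.13 and 0.15), and in the same order *sigF* had 1.11 and 1.16 (adjusted p = 0.25 and 0.33) and *spoIIAB* 1.31 and 1.35 (adjusted p = 0.21 and 0.31). *sigF* (0.91, adjusted p = 0.13) and *spoIIAB* (1.11, adjusted p = 0.094) were not called without (p)ppGpp0 replicate 1 either, nor with the block. Over 16 other settings the adjusted p ran from 2.1e-04 to 0.15 for *kinB*, from 0.0020 to 0.45 for *sigF* and from 0.0027 to 0.31 for *spoIIAB*. The median of the list was -0.31 with TMM, but 0.06 with total UMIs alone, 0.32 without wild type replicate 2, 0.47 without (p)ppGpp0 replicate 2, -0.62 without wild type replicate 1, -0.56 without (p)ppGpp0 replicate 1 and -0.86 in pooled cells, and camera did not call it (adjusted p = 0.93).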

Although P*_spo0A_*-luc is expressed at a high level early in growth, it exhibits a (p)ppGpp-dependent increase in activity at a similar point in the growth curve (Fig. 9C and D) as P*_hpf_-*luc. Consistently, the production of heat-resistant spores is also dependent on (p)ppGpp in S7/glucose (Table 2). However, this effect was media-specific as spore production in Difco Sporulation Medium (DSM) was unaffected (Table 2).

**Fig 9:**
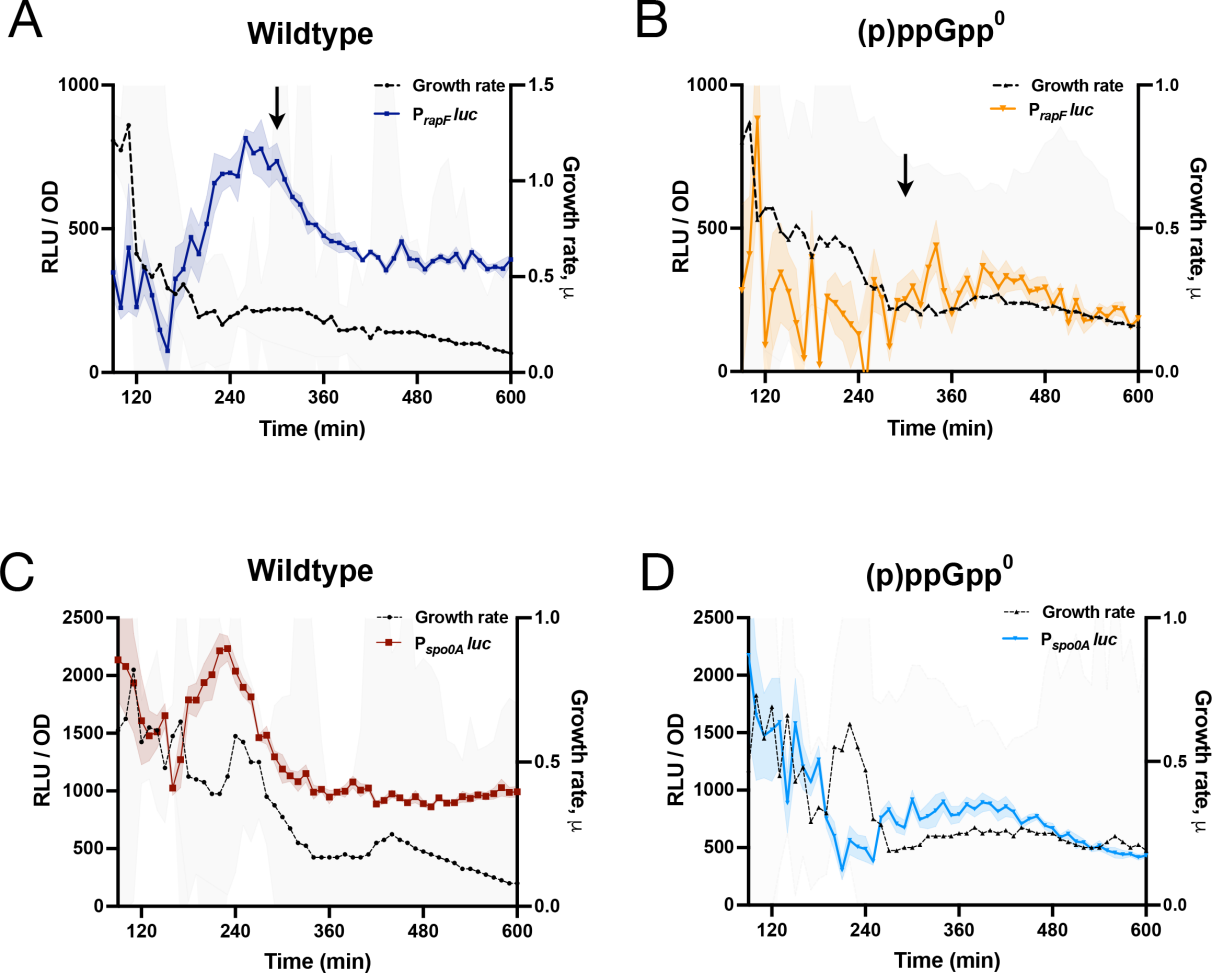
Role of (p)ppGpp in post-exponential gene expression. (**A**) Luminescence (RLU/OD_600_; blue) and growth rate (black) of wild-type strain (JDB4831) harboring P*_rapF_-luc* and (**B**) luminescence (RLU/OD_600_; orange) and growth rate (black) of (p)ppGpp^0^ strain (JDB4832) harboring P*_rapF_-luc*. The arrow in A and B indicates the time when cells were collected for the competence assay. (**C**) Luminescence (RLU/OD_600_; brown) and growth rate (black) of wild-type strain (JDB4833) harboring P*_spo0A_-luc* and (D) luminescence (RLU/OD_600_; light blue) and growth rate (black) of (p)ppGpp^0^ strain (JDB4834) harboring P*_spo0A_-luc*. The shading around the graph line represents the SEM calculated from triplicate measurements.

**TABLE 1:** Transformability of wild-type and (p)ppGpp^0^ mutants^*a*^

Genotype	Growth media	CFU/mL	Transformants
Wild type	S7	1.64 × 10^8^	233
(p)ppGpp^0^	S7	0.90 × 10^8^	0

^*a*^ Strains were grown in S7/glucose. Transformation was assessed by incubating 100 µL of culture with 1 µg genomic DNA (JDB4692), selecting for Spec^R^.

**TABLE 2:** Sporulation efficiency of the wild type and (p)ppGpp^0^ mutants under different nutrient conditions^*a*^

Genotype	Growth media	Viable/mL	Spores/mL	Sporulation efficiency
Wild type	DSM	2.10 × 10^7^	1.93 × 10^7^	92%
(p)ppGpp^0^	DSM	2.55 × 10^7^	2.21 × 10^7^	87%
				
Wild type	S7	1.97 × 10^7^	0.96 x 10^7^	48%
(p)ppGpp^0^	S7	2.16 × 10^7^	0.27 × 10^3^	0.0013%

^*a*^ Strains were grown under specified conditions and sporulation assessed after 48 h. Viable/mL and Spores/mL refers to CFU/mL before and after heat treatment (80°C, 15 min), respectively. Efficiency is defined as the ratio of spores/mL to viable/mL. Shown is the result from a single experiment; similar results were obtained in three biological replicates.

## DISCUSSION

These experiments demonstrate that post-exponential expression of the *hpf* gene encoding a ribosome hibernation factor is under control of the alarmone (p)ppGpp. Unlike direct mechanisms of transcriptional control by (p)ppGpp that involve its binding to RNA polymerase or to a specific transcription factor (38), *hpf* activation is indirect. (p)ppGpp attenuates global translation, and, as a consequence, the abundance of the transcriptional repressor AbrB falls, thereby increasing expression of its target gene, *sigH*, encoding σ^H^ required for the expression of *hpf*. σ^H^ is a central player in the transcriptional response of gram-positive bacteria, including *B. subtilis*, to reduced nutrient availability (30). We demonstrate that (p)ppGpp participates in the σ^H^-dependent transcriptional changes that underlie the post-exponential differentiation of *B. subtilis* into shorter cells that eventually become genetically competent or sporulate.

AbrB expression is also regulated by the Spo0A transcription factor. Spo0A inhibits *abrB* transcription, at least later in the transition phase when Spo0A is highly activated (Spo0A~P)(39). However, since *abrB* transcription increases concomitantly with *sigH* activation (Fig. 4; Fig. S8), transcriptional repression by Spo0A is likely not involved in this phenomenon. Spo0A~P also regulates the transcription of the AbrB inhibitor AbbA (40). However, deletion of *abbA* does not substantially affect *sigH* transcription (Fig. S11). Taken together, these data indicate that Spo0A is not important for the AbrB-dependent stimulation of *sigH* expression underlying *hpf* induction during early growth transition. In addition, scRNA-seq transcriptome analysis revealed that several genes of the *abrB* regulon are regulated in a (p)ppGpp-dependent manner during the early growth transition (Fig. 7C; Fig. S10). Thus, (p)ppGpp inhibits *abrB* translation during early transition phase, whereas Spo0A inhibits *abrB* transcription at later transition phase (41).

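Of 59 genes tested from a list of the AbrB regulon, 27 were higher in the wild type, 2 were lower and 30 did not pass edgeR's test (28 higher and 2 lower when adjusted over the list alone). DESeq2 called 25 higher and 1 lower and limma-voom 26 and 2, and without wild type replicate 2 20 were higher and none was lower. The list was written from general knowledge before the data were examined and shares 1 gene, *spoVG*, with the list of the σ H regulon. *sdpA*, of the SDP operon, had 190 ± 75.8 TMM-scaled CPM (SD, n = 2) in the wild type and 20.7 ± 12.7 in (p)ppGpp0, a log2 fold change of 3.22 (SE 0.32, adjusted p = 9.7e-21 from edgeR). *yxbA* (3.43, SE 0.37) and *yxaM* (3.24, SE 0.32) lay in the same range. *spoVG* had a log2 fold change of 1.68 (SE 0.31, adjusted p = 2.1e-06). The lower genes, named after their values were seen, were *nprE* (-1.02, SE 0.30), for an extracellular protease, and *spo0E*, for a phosphatase acting on Spo0A. The median of the 59 genes was 0.39 (0.82 when thinned, 0.64 with a minimum count of 50, and 0.42 to 0.60 with 1 library left out) and their mean was 0.89. Camera called the list at a preset correlation (adjusted p = 9.1e-13) but not with an estimated one (adjusted p = 0.30 with an estimated correlation).

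*abrB* itself had 51.9 ± 12.0 CPM in the wild type and 38.6 ± 2.56 in (p)ppGpp0, a log2 fold change of 0.45 (SE 0.42, adjusted p = 0.57 from edgeR), which did not pass the threshold here or in any of 16 other settings (adjusted p 0.32 to 0.97). *abbA*, for the AbrB inhibitor, had a log2 fold change of 0.79 (SE 0.29, adjusted p = 0.039). It was no longer called without wild type replicate 2 (0.34, adjusted p = 0.84), without (p)ppGpp0 replicate 2 (0.76, adjusted p = 0.067) or in 6 further settings, and its adjusted p over 16 other settings ran from 0.0059 to 0.84.

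**Figure D3:**
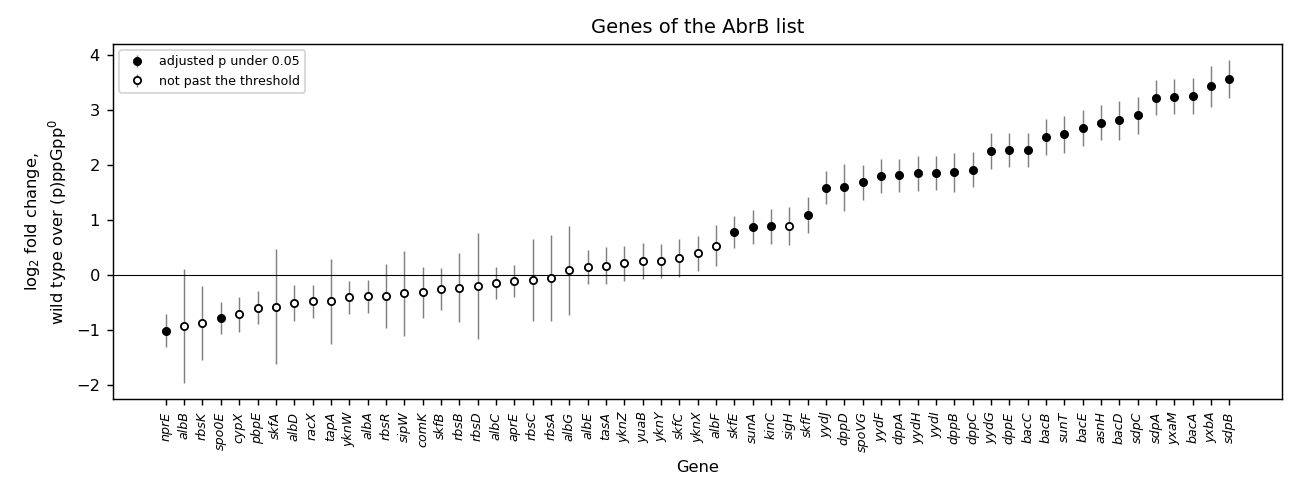
Log2 fold change, wild type over (p)ppGpp0, of each of the 59 tested genes of the AbrB list in rising order (bars: standard error), with filled circles for an adjusted p under 0.05 from edgeR. Filled circles above 0 number 27 and those below 0 number 2, and *sdpB*, *yxbA* and *bacA* lie at the top.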

(p)ppGpp reduces transcription of rRNA and ribosomal protein genes in Proteobacteria via direct interaction with RNAP and in Firmicutes by effects on GTP levels, as GTP is typically the initiating nucleotide of rRNA genes (8). Several models have been proposed to explain how (p)ppGpp would facilitate known (p)ppGpp-dependent transcriptional activation (e.g., amino acid biosynthetic genes). These include the affinity model where RNAP liberated from stable RNA synthesis results in an increase in free RNAP, facilitating increased transcription of amino acid biosynthetic genes (42) or the effects of (p)ppGpp (with DksA) on the kinetics of RNAP open complex formation (13). The data presented here suggest, alternatively, that activation can result from the reduction in protein synthesis mediated in part by the inhibition of translation by (p)ppGpp. Other mechanisms by which (p)ppGpp could activate transcription include binding to a class of riboswitches found upstream of BCAA biosynthetic genes in some Firmicutes (43), but to our knowledge, this has not been demonstrated. (p)ppGpp binds the PurR transcriptional repressor of the *B. subtilis pur* operon, thereby increasing PurR DNA binding affinity and repression (44), suggesting that changes in DNA avidity following (p)ppGpp binding to a transcription factor could result in gene activation, but this has not been demonstrated.

Although we have focused on investigating the effect of σ^H^ on *hpf* transcription, the *hpf* promoter also contains a binding site for σ^B^, the general stress transcription factor (16). A reporter containing a scrambled σ^B^ binding site (P*_hpf_*_-sigB*_-luc) also exhibits reduced *hpf* activity under our experimental conditions (Fig. S3). The effects of σ^B^ and σ^H^ are not overlapping since a strain expressing a reporter carrying both scrambled σ^B^ and scrambled σ^H^ binding sites (P_hpf-sigHB*_-luc) exhibits essentially no *hpf* activity (Fig. S4). Thus, *hpf* appears to be an exception to the fact that σ^B^ and σ^H^ have mostly separate regulons (45). σ^B^ is typically thought of as a stress response (e.g., heat, ethanol, or salt shocks [46]) so it is not clear how the experimental conditions utilized in the present study fit this paradigm. However, σ^B^ is responsive to glucose exhaustion (47) and, intriguingly, to blue light (48, 49), both of which are stimuli that may be present during the growth conditions examined here.

The connection between (p)ppGpp and division has long been a subject of study, with the first observations of cell filamentation of an *E. coli* RelA mutant dating back >40 years (50). RelA overexpression leads to FtsZ overproduction, suggesting a regulatory connection between (p)ppGpp and FtsZ (51). However, in contrast to the experiments described here (Fig. 7 and 8), numerous transcriptomic experiments did not observe an effect of (p)ppGpp on *ftsZ* expression (e.g., references 3, 4), possibly because these studies used *E. coli* and experimental conditions different from those in the present study. Of note, a recent study observed that (p)ppGpp, together with DksA, regulates division under basal conditions through downstream effects on transcription, although the mechanism was not identified (52). In *B. subtilis*, increased *ftsZ* transcription during early sporulation requires a σ^H^-dependent binding site in the *ftsAZ* promoter (34), suggesting that the increased expression we observed, concomitant with increased *spo0A* expression (Fig. 9C), could be related to sporulation, specifically to the formation of the asymmetric septum (53).

(p)ppGpp is required for efficient sporulation in S7/glucose (Table 2), suggesting that an intrinsic aspect of *B. subtilis* post-exponential physiology results in the well-characterized differentiation into distinct cell fates (54). While the origins of this diversity remain unclear, single-cell variation in (p)ppGpp abundance could play a role given that expression of genes encoding the regulatory networks underlying these differentiation pathways is dependent on (p)ppGpp (Fig. 7C, 8A, 9A and C). Consistently, expression of *hpf*—one of those genes—exhibits significant single-cell variability (Fig. 7A and B).

In summary, our findings demonstrate extensive transcriptional reprogramming orchestrated by (p)ppGpp during the reduction in the growth rate that follows exponential growth. This mechanism, therefore, couples general nutrient availability, reflected in amino acid abundance sensed by Rel, with differential gene expression. Importantly, this anticipatory mechanism, likely initiated by the (p)ppGpp-dependent translation attenuation of the AbrB repressor, facilitates the emergence of energetically costly adaptations before the cells enter a starvation regime, where such changes would be much more difficult to implement.

## MATERIALS AND METHODS

### Strain construction

Strains, plasmids, and primers used are listed in Tables S1 to S3, respectively. All strains are derivatives of *B. subtilis* 168 unless otherwise noted. To construct the P*_hpf_*-luciferase fusion (P*_hpf_-*luc), the region between −15 and −146 nucleotides upstream of the *hpf* start codon was amplified from JBD1772 genomic DNA. The pSD47 plasmid harboring the firefly luciferase gene was used as the vector backbone and amplified with compatible overhangs (19). This plasmid contains 3´ and 5´ flanking regions homologous to the *B. subtilis sacA* locus. PCR-purified P_hpf_ was cloned upstream of the firefly luciferase gene using Gibson assembly master mix (NEB) to create pSN09 that was transformed into *B. subtilis *168 (JDB1772), selected for cm^R^, resulting in the P*_hpf_-*luc reporter at *sacA* (JDB4811). To construct various (p)ppGpp synthetase mutants, gDNA isolated from the P_hpf_-luc reporter strain JDB4811 was transformed into relA^Y308A*^ selecting for cm^R^ making JDB4816. To create a (p)ppGpp^0^ mutant, JDB4816 was made competent and transformed with gDNA of JBD3652 (20). The transformants were then sequentially selected for kan^R^ followed by tet^R^ to construct JDB4812. A similar approach was utilized to construct P*_sigH_,* P*_abrB_,* P*_ftsAZ_*, and P*_rapF_* luciferase reporter fusions in the wild-type and (p)ppGpp^0^ strains. Next, the consensus binding sites for the regulatory factors were scrambled to create P_hpf-codY*,_ P_hpf-sigB*_, P_hpf-sigH*_, and P_hpf-sigB*H*_. These scrambled mutants were synthesized using gene blocks (IDT), with overhangs to facilitate cloning of promoter mutants upstream of the firefly luciferase reporter using Gibson assembly. The strains harboring promoter mutants were constructed by transforming these plasmids into JBD1772. For FISH, P*_hpf_* promoter was cloned upstream of GFP^mut2^ fluorescent protein in pAF51 plasmid, which has the 3´ and 5´ flanking regions homologous to the *pyrD* loci in *B. subtilis* genome. The construct was then transformed into JDB1772, making JDB4450, followed by the introduction of (p)ppGpp synthetase mutations to make JDB4828.

To construct the AbrB-GFP-inducible strain, the *abrB-GFP* coding sequence was amplified from JDB4534 (29) using a forward primer that included the ribosome binding site (RBS) sequence upstream of the start codon. The PCR product, with compatible overhangs, was cloned into the pDR111 shuttle vector. After sequence confirmation, the plasmid was transformed into the JDB4823 strain to create the IPTG-inducible *abrB-GFP* merodiploid strain JBD4849.

Fluorescent promoter fusions were created by amplifying the *yfp* gene from the Biobrick ECE_752 plasmid (55) using specific primers that included the native RBS sequence upstream of the start codon. We used the ECE_752 plasmid, a kind gift from Prof. Thorsten Mascher, for this purpose. The *yfp* gene was then cloned into the pSac-cm plasmid (56) using compatible overhangs. Next, we cloned the P*_sigH_* and P*_hpf_* promoters with compatible flanking sites upstream of the fluorescent reporter. After verifying the sequence accuracy, the plasmids were transformed into the wild-type strain (JDB4850 and JDB4851, respectively).

### Media, growth conditions, and luminescence assay

Bacteria were grown in S7_50_ minimal media comprising 1X MOPS buffer (Teknova M2101) diluted in reagent grade water (Teknova W0225), supplemented with 1% glucose, 0.1% glutamic acid, 0.01% casamino acids, 50 mM NaCl, 40 µg mL^−1^ tryptophan, and 132 mM potassium phosphate buffer (Teknova M2102). The 10X S7_50_ salt solution is prepared by dissolving 50 mM MOPS, 10 mM (NH_4_)_2_SO_4_, and 5 mM KH_2_PO_4_ in ddH_2_0, buffered to pH 7.0 with 5M KOH, filter sterilized, and stored at 4℃. The 100X trace metal solution (Teknova 2M2755) contains 200 mM MgCl_2_, 70 mM CaCl_2_, 5 mM MnCl_2_, 0.1 mM ZnCl_2_, 100 µg mL^−1^ thiamine HCl, 0.5 mM FeCl_3_, and 2 mM HCl. For uracil auxotroph *pyrD* mutants, 40 µg mL^−1^ uracil was supplemented.

Cultures of bacterial strains from a single colony were grown in S7_50_ minimal media until cultures reached an OD_600_ = 0.3–0.4. The cultures were diluted to an initial OD_600_ = 0.05 in S7_50_ minimal media supplemented with 4.7 mM D-luciferin (Goldbio) in 96-well flat-bottom white-sided plates (Greiner Bio-One 655098) and grown at 37°C with continuous shaking in a Tecan Infinite 200 plate reader. Measurements of luminescence and OD_600_ were taken at 10 min intervals. Media only and luciferin controls were used for background subtraction for OD_600_ and luminescence, respectively. All cultures were grown in triplicate. The growth and RLU/OD were plotted against time on the *x*-axis and RLU/OD on the *y*-axis.

### Immunoblot analysis

Based on the P*_hpf_*-luc activity, at specified time intervals, 2 mL aliquots of cells were collected, resuspended in 100 µL Lysis buffer (20 mM Tris-Cl pH 8.0, 100 mM NaCl, 1:100 diluted protease inhibitor cocktail [P8340, Sigma], 0.1 mg mL^−1^ lysozyme, 10 mg mL^−1^ DNase, 100 µg mL^−1^ RNase), and incubated at 37°C for 15 min. Protein concentration was determined with a Coomassie plus Bradford detection kit (BioRad). An equal protein concentration from each sample was loaded onto a 15% polyacrylamide gel. The steady-state levels of HPF and SigA were analyzed using anti-HPF (1:10,000) and anti-SigA primary antibodies (1:10,000), respectively. The primary antibodies were detected using horseradish peroxidase-conjugated goat, anti-rabbit immunoglobulin G (BioRad), and the western detection kit as described by the manufacturer (PerkinElmer). The anti-SigA antibody was a kind gift from Niels Bradshaw (Brandeis University), and the anti-HPF antibody was previously generated in our laboratory (22).

### Microscopy and image analysis

Microscopy was performed on live or fixed cells immobilized on 1% agarose prepared with S7_50_ media. Imaging was performed using a Nikon 90i or a TE2000 microscope with a phase contrast objective (CFI Plan Apo Lambda DM ×100 Oil, NA 1.45), an X-Cite light source, a Hamamatsu Orca ER-AG, and the following filter cubes: FITC and mCherry. Phase contrast and fluorescence images (GFPmut2/mCherry) of bacterial cells immobilized on agarose pads were acquired. The image stacks were analyzed using Fiji with the help of the MicrobeJ plugin (57). The straighten and intensity options in the MicrobeJ plugin were used to measure the average fluorescence per pixel within each cell. The Mann-Whitney statistical test was performed using Prism to ascertain the significance of the fold differences between the strains. A non-fluorescent control strain was used to subtract background and autofluorescence in each channel.

### OPP labeling

OPP labeling was performed using the Click-iT Plus OPP Alexa Fluor 594 Protein Synthesis Assay Kit (Invitrogen) as described (19). Briefly, P_hpf_ luciferase reporter activity was monitored, and at the specified time intervals, 0.6 mL cells were collected and transferred to disposable glass tubes. OPP was added to a final concentration of 13 µM, and the tubes were incubated at 37℃ for 15 min. Cells were harvested by centrifugation at 10,000 RPM for 1 min and resuspended in 100 µL of Phosphate Buffered Saline (PBS) containing 3.7% formaldehyde for fixation. Cells were fixed for 10 min, harvested, and permeabilized with 100 µL of 0.5% Triton-X 100 in PBS for 15 min. Cells were conjugated with the fluorophore Alexa Fluor 594 using 100 µL of 1X Click-iT cocktail for 20 min in the dark following the manufacturer’s guidelines. Cells were harvested and washed once using Click-iT rinse buffer and then resuspended in 20 µL–40 µL of PBS for microscopy. Phase contrast and fluorescence images (mCherry) of bacterial cells immobilized on agarose pads were acquired.

### GFPmut2 probes and fluorescence *in situ* hybridization

The GFPmut2 FISH probes were designed and synthesized with CAL Fluor Red 590 Dye (LGC Biosearch Technologies). FISH imaging was performed as described (31), with slight modifications. Briefly, 2 mL cells from mid or late-log cultures grown in S7_50_ minimal media were collected and fixed with 1% formaldehyde (final concentration) at room temperature for 30 min. The cells were then harvested by centrifugation at 6,000 RPM for 3 min at room temperature and washed with 0.02% saline sodium citrate (SSC, Invitrogen). The cell pellets were resuspended in 300 µL Methanol Acetic Acid Mix (MAAM) (4:1 vol:vol dilution of methanol to glacial acetic acid) and incubated at −20°C for 15 min, followed by 1X PBS (from 10× PBS, Invitrogen) wash to remove traces of MAAM. Cells were permeabilized in 200 µL PBS containing 350 U µL^−1^ of lysozyme (Epicenter ready-lyse) for 30 min at 37°C. After permeabilization, cells were washed once with 500 µL PBS. The cells were resuspended in 100 µL Stellaris RNA FISH Hybridization buffer containing 10% formamide and 12.5 µM reconstituted GFP^mut2^ oligo probes for hybridization. The cell-probe mix was incubated in a 30°C water bath overnight. Cells were harvested and washed with 500 µL of reconstituted Stellaris RNA FISH Wash Buffer A containing 10% formamide and incubated at 30°C water bath for 1 hour. The washing step was repeated one more time to remove the excess probe. The cells were harvested and resuspended in 0.5 mL Stellaris RNA FISH Wash Buffer B and incubated for 5 min at room temperature. Finally, the cells were harvested and resuspended in 20 µL–40 µL of PBS with 1 µL SlowFade Gold Antifade Mountant (Invitrogen). A non-fluorescent control strain, treated with a GFP^mut2^ probe, was used as a control to subtract background and autofluorescence in each channel. Phase contrast and fluorescence images (mCherry) of bacterial cells immobilized on agarose pads were acquired.

### Transcriptomic analysis using ProBac-seq microfluidic encapsulation of wild-type and (p)ppGpp^0^ cells

At the indicated time points, wild-type and (p)ppGpp^0^ cells were fixed in 1% formaldehyde at room temperature for 30 min. Fixed cells were pelleted by centrifugation at 6,000 RPM for 3 min at room temperature and washed with 0.02% SSC (Invitrogen). The cells were pelleted again and resuspended in 300 µL MAAM mix (4:1 vol:vol dilution of methanol to glacial acetic acid) and stored at 20°C until processing. ProBac-seq sample processing was done as described previously (31). Briefly, samples were pelleted and resuspended in PBS to remove MAAM. Following PBS wash to remove MAAM, the cells were incubated with lysozyme (Readylyse, Epicenter) for 30 min at room temperature for cell wall hydrolysis. After an additional pelleting step and PBS wash, the samples were further permeabilized by a 5 min incubation in PBS-Tween (PBS with 1% final concentration of Tween 20 detergent) and a subsequent wash in PBS to remove the detergent. Permeabilized cells were resuspended in 100 µL of probe binding buffer (5  ×  SSC, 30% formamide, 9  mM citric acid [pH 6.0], 0.1% Tween 20, 50  µg mL^−1^ heparin, and 10% low-molecular-weight dextran sulfate purchased from Molecular Instruments as Probe Binding Buffer–Cells in Suspension). A transcriptome-wide probe set containing approximately 30,000 mRNA binding probes designed against the *B. subtilis* genome (31) was added to each sample before incubating the samples overnight at 50°C. After overnight incubation, unbound probes were removed by a series of seven washes with probe wash buffer (5  ×  SSC, 30% formamide, 9  mM citric acid pH 6.0, 0.1% Tween 20 and 50  µg mL^-1^ heparin [Molecular Instruments]) and two final washes in PBS. 

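The number of barcodes that the authors' processing called cells was 2280 and 37466 in the 2 wild type libraries and 2949 and 12296 in the 2 (p)ppGpp0 libraries. The median UMIs per barcode were 115 and 154 in the wild type and 626 and 281 in (p)ppGpp0, with medians of 78, 109, 297 and 170 genes detected in the same order. The smallest barcode held 57 and 131 UMIs in the wild type and 443 and 259 in (p)ppGpp0, so the level at which a barcode counted as a cell differed between libraries. A few barcodes were very large. The 10 largest held 26.6% and 1.05% of UMIs in the wild type libraries and 29.2% and 6.65% in the (p)ppGpp0 libraries, and 1 barcode of (p)ppGpp0 replicate 1 held 789661 UMIs.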

Probed and washed cells were enumerated using a flow cytometer, and ~10,000 cells per condition were processed using the ProBac-seq protocols as described (31). In short, 51 µL cell suspensions in PBS were mixed with 19 µL ddPCR master mix (BioRad), 3 µL in-droplet PCR primer, and 2 µL reducing agent (10X Genomics) to provide a 75 µL reaction mix. A total of 70 µL of this reaction mixture was loaded onto 10X Genomics microfluidic chip-G devices alongside 10X barcoding beads and emulsion oil. The devices were run using a 10X chromium controller, and emulsions were processed to produce barcoded libraries as described previously. Libraries were sequenced using an Illumina nextSeq2000 100-cycle kit, and fastQ files were demultiplexed, mapped, and normalized using the 10X cellRanger and Seurat software packages using the standard analysis pipelines and default parameters. To compare gene expression between wild-type and (p)ppGpp^0^ strains, we grouped all cells from a condition and compared the normalized signal across conditions using duplicate samples. 

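In the test used here the replicates are libraries, not cells. The correlation of log2 CPM across genes was 0.975 between the wild type libraries, 0.964 between the (p)ppGpp0 libraries, and 0.902 to 0.935 between libraries of different strains. Genes are not independent replicates in these correlations. The *dhbF*, *bacA*, *pyrD* and *purK* genes were called by edgeR, DESeq2 and limma-voom alike, with summed counts of libraries as the unit. Simulated counts with the spread measured here let edgeR recover 39% of genes changed by a log2 fold change of 1 and 81% of those changed by 2.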

Fold changes and *P*-values calculated in the standard cellRanger differential gene expression pipeline (58) were used to produce volcano plots, and genes annotated to be a part of the SigH and AbrB regulons in Subtiwiki (59) were highlighted.

## Data Availability

scRNA seq data (GSE303058) is available at https://www.ncbi.nlm.nih.gov/geo.

## SUPPLEMENTAL MATERIAL

Supplemental material mbio.01288-25-s0001.pdf Supplemental figures and tables.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: (p)ppGpp-dependent activation of gene expression during nutrient limitation
**Source:** mBio. 2025 Aug 18;16(9):e01288-25. doi: 10.1128/mbio.01288-25
**Supplement:** Supplemental material — Supplemental figures and tables.

SUPPLEMENTAL MATERIAL

(p)ppGpp-dependent activation of gene expression during nutrient limitation

Supplemental Figures S1 to S11

Supplemental Figures Legends S1 to S11

Supplemental Table S1 to S3

Supplemental Figure S1

A

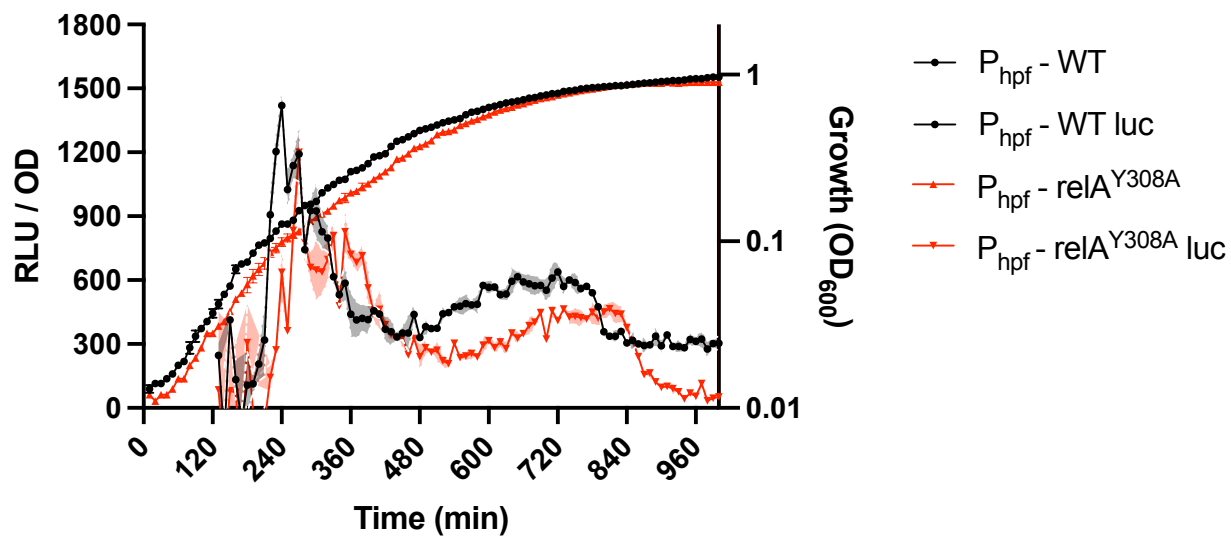

B

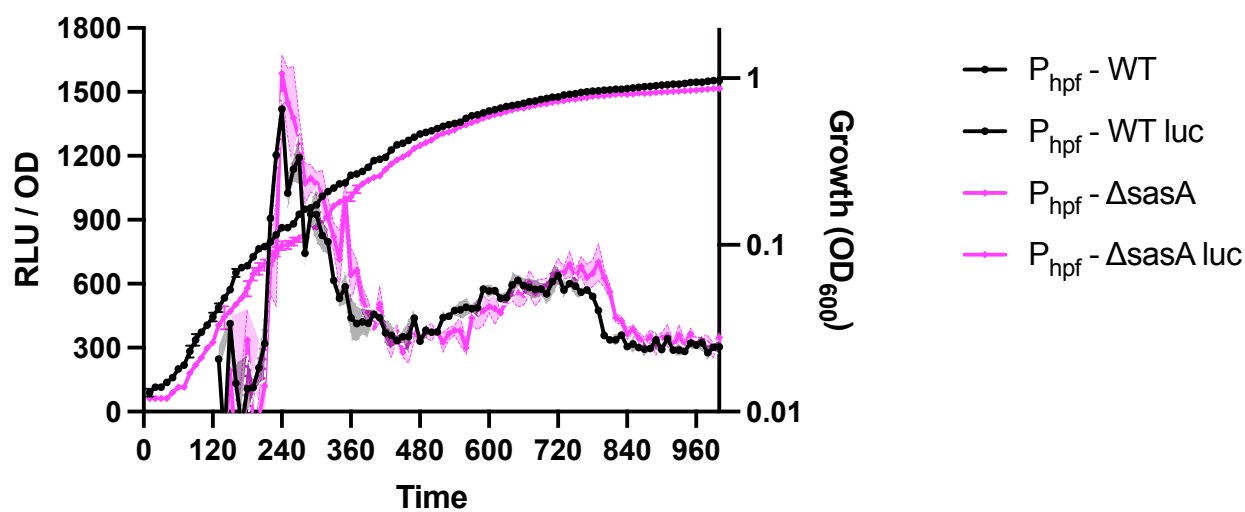

C

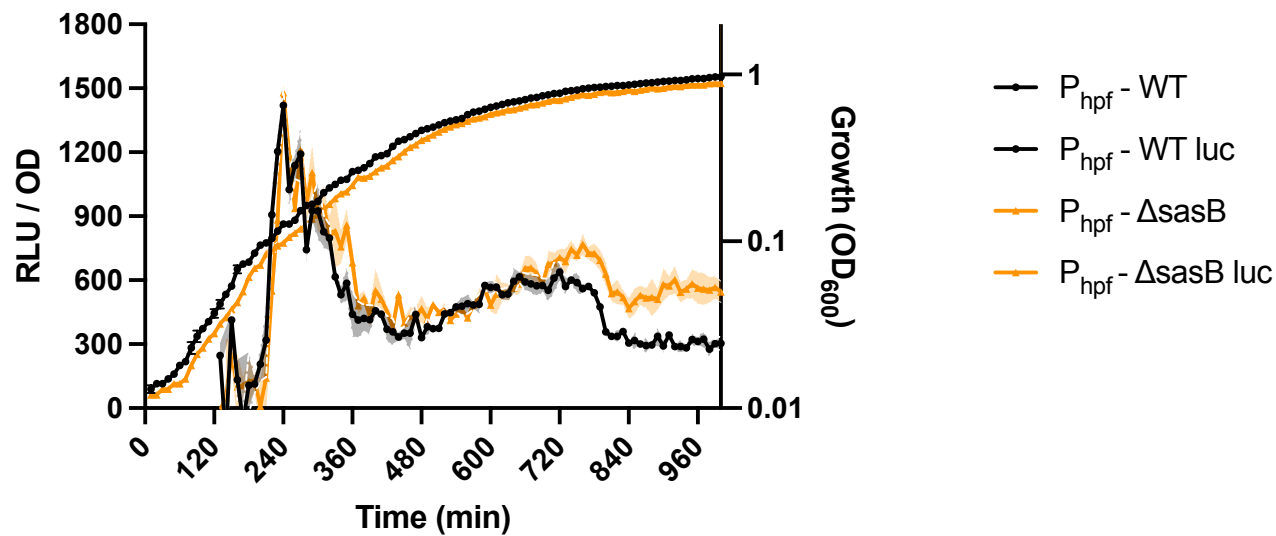

Supplemental Figure S2

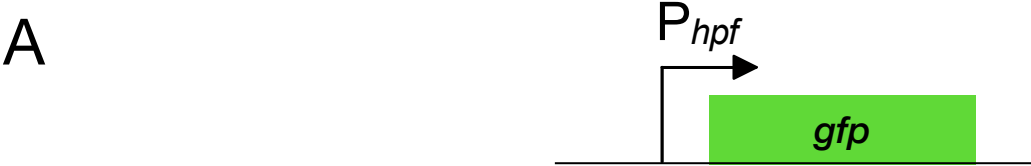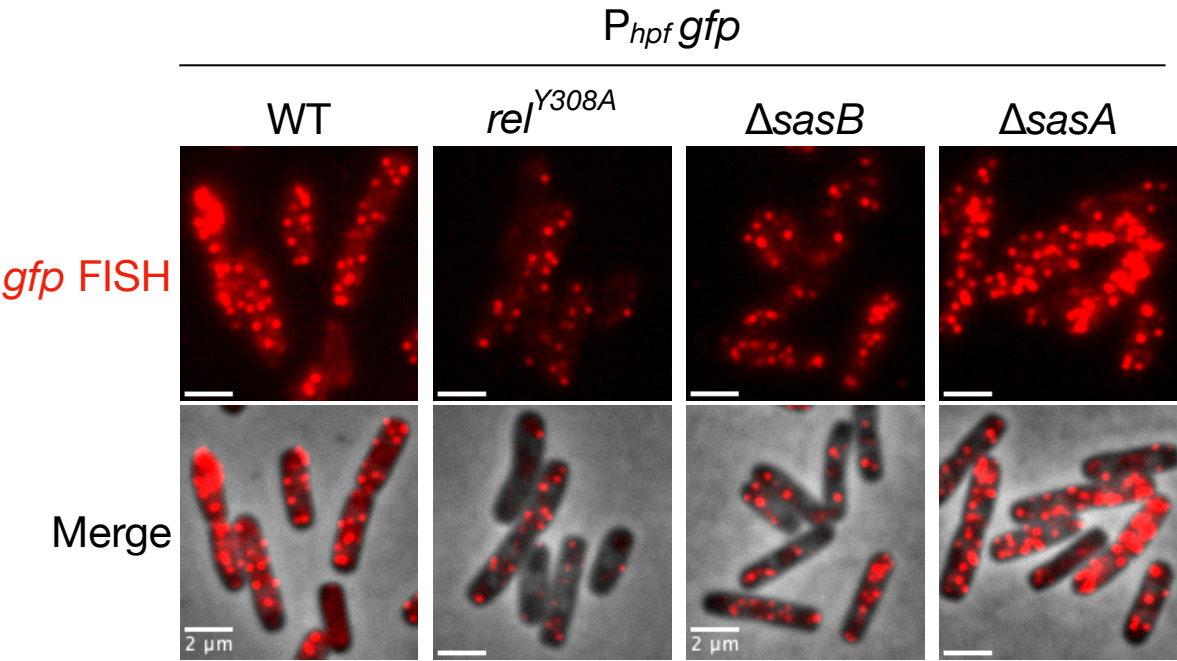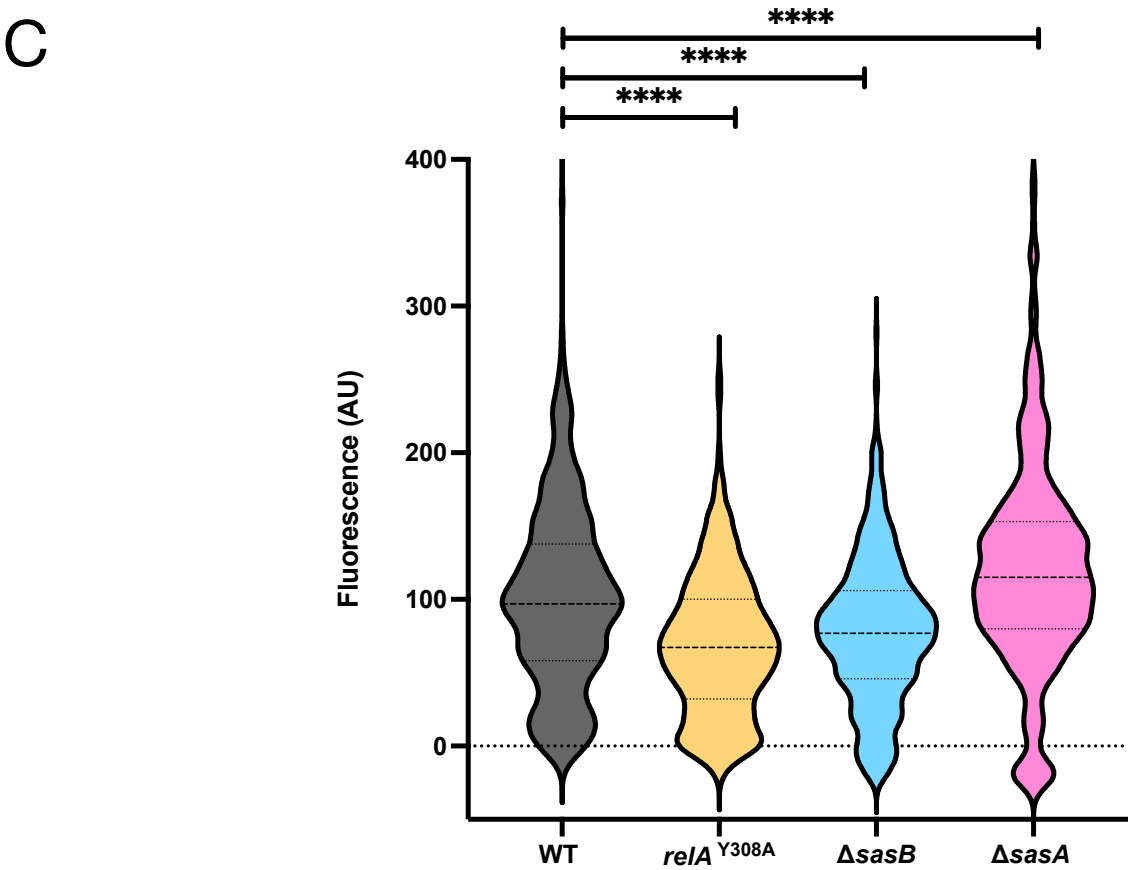

Supplemental Figure S3

A

codY
σB⁻³⁵
σH⁻³⁵
σB⁻¹⁰
σH⁻¹⁰

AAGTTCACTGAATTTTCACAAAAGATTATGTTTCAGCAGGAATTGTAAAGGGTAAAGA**GAAATA**GATACATATCCTTAATAAAAG *P_{hpf}*
 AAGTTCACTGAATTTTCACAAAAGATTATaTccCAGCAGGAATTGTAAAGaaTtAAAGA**GAAATA**GATACATATCCTTAATAAAAG *P_{hpf-s}*

B

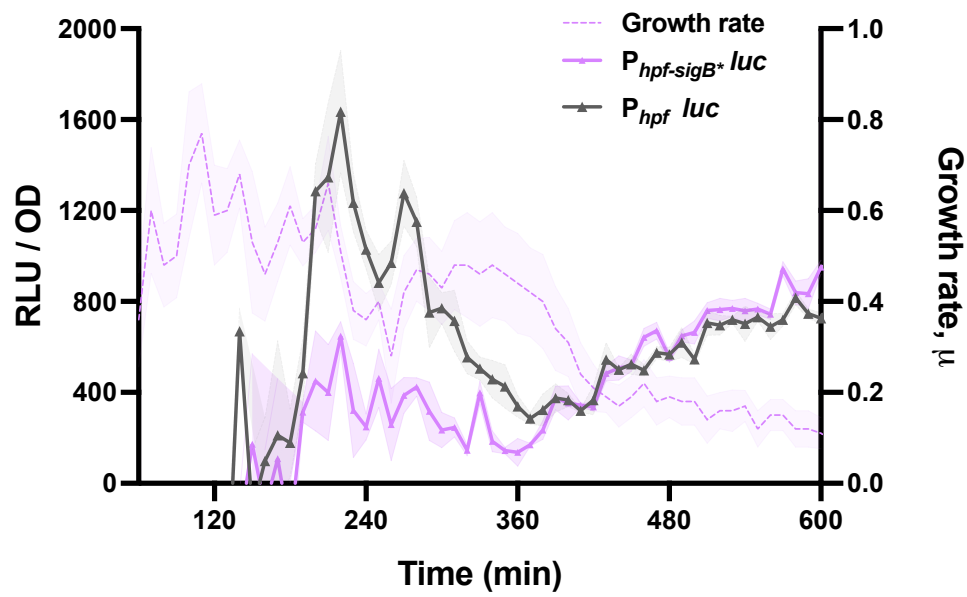

Supplemental Figure S4

A

codY
σB⁻³⁵
σH⁻³⁵
σB⁻¹⁰
σH⁻¹⁰

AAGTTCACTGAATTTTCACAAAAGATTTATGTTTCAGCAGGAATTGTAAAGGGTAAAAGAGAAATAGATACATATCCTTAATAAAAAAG
P_{hpf}

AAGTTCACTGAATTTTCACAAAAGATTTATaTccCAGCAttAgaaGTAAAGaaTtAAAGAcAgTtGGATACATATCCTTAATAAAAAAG
P_{hpf-sigHB*}

B

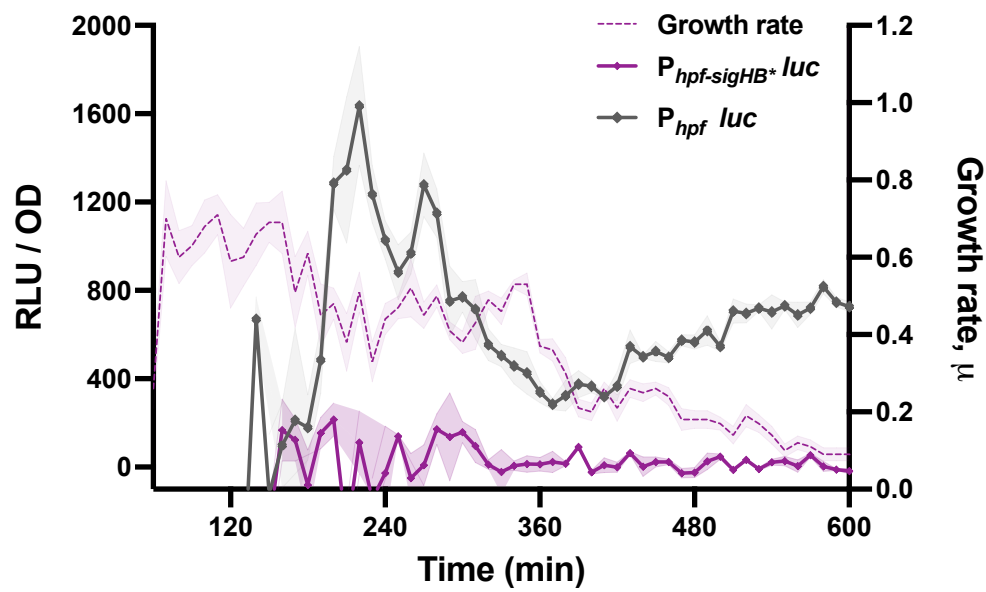

Supplemental Figure S5

A codY σB-35 σH-35 σB-10 σH-10

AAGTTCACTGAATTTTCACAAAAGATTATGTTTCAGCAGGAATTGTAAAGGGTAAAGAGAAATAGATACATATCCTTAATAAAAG

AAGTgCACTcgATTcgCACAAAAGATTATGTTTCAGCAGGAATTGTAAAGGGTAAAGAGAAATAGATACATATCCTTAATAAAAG

 P_{hpf}

P_{hpf-codY*}

B

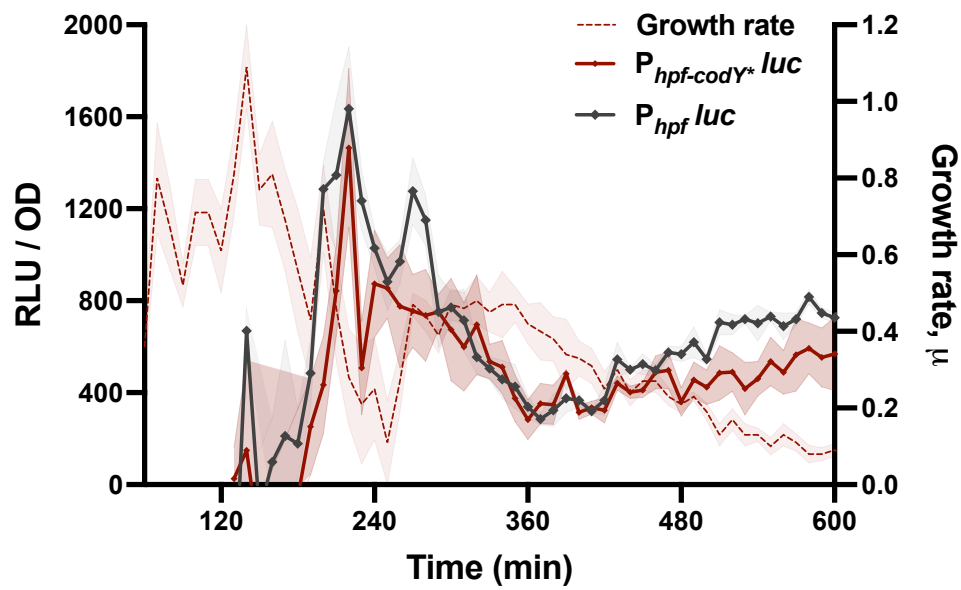

Supplemental Figure S6

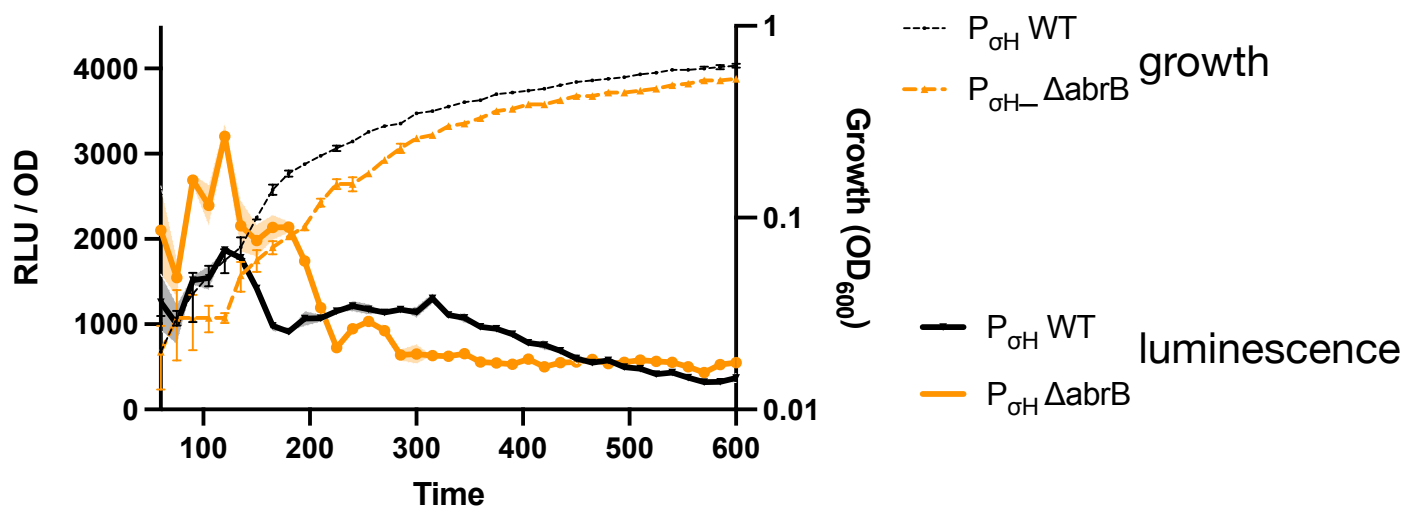

Supplemental Figure S7

A

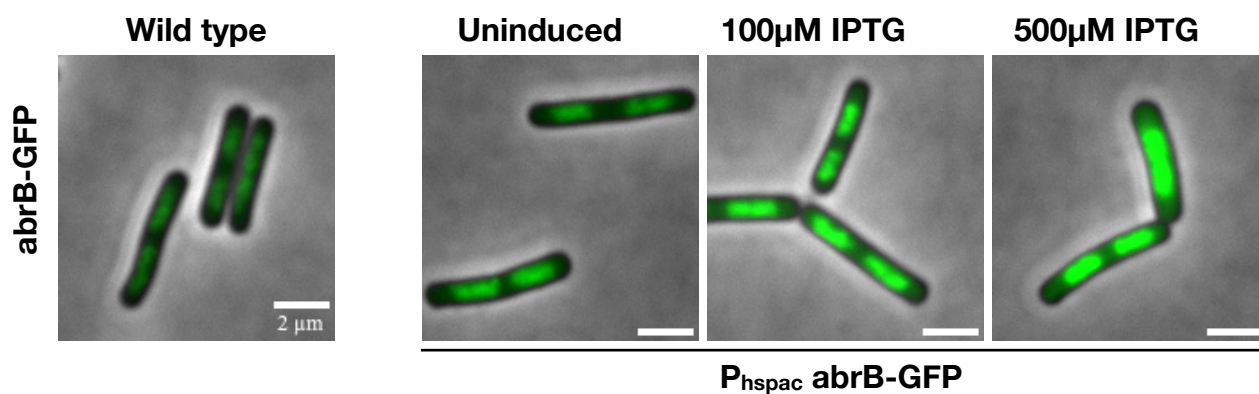

B

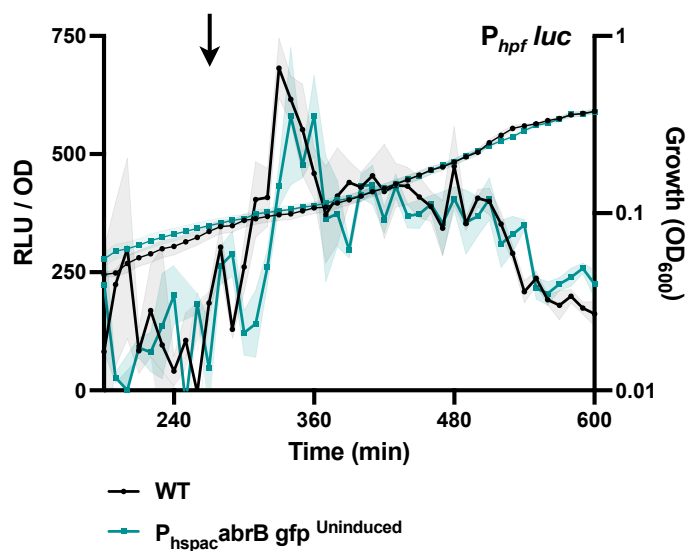

C

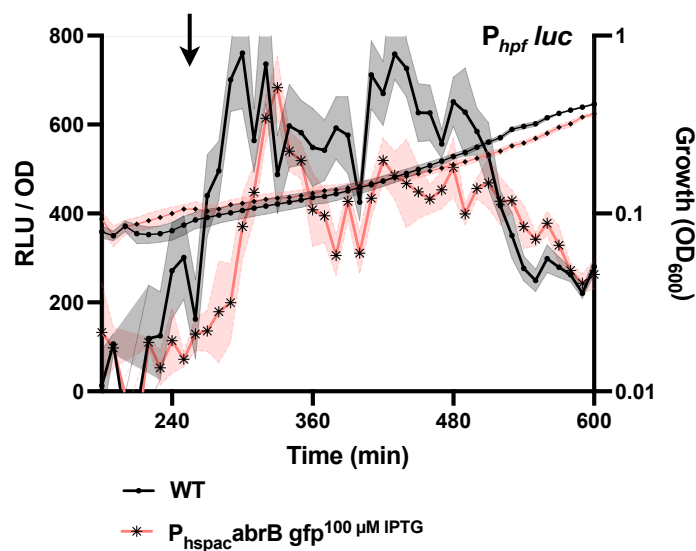

D

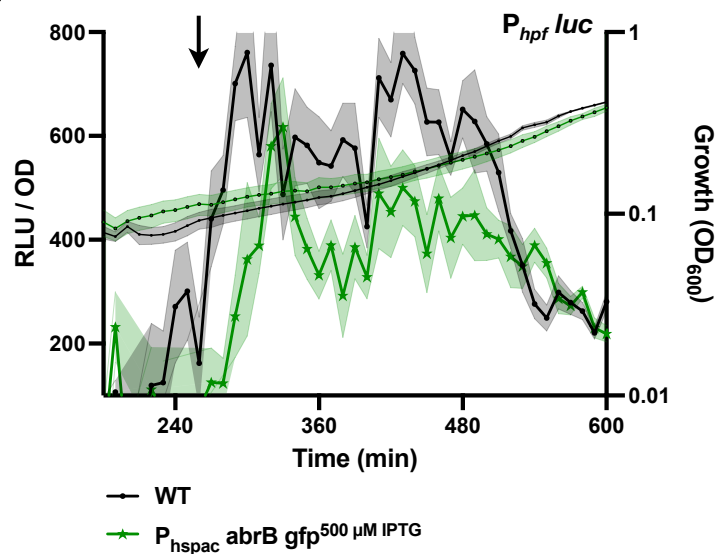

Supplemental Figure S8

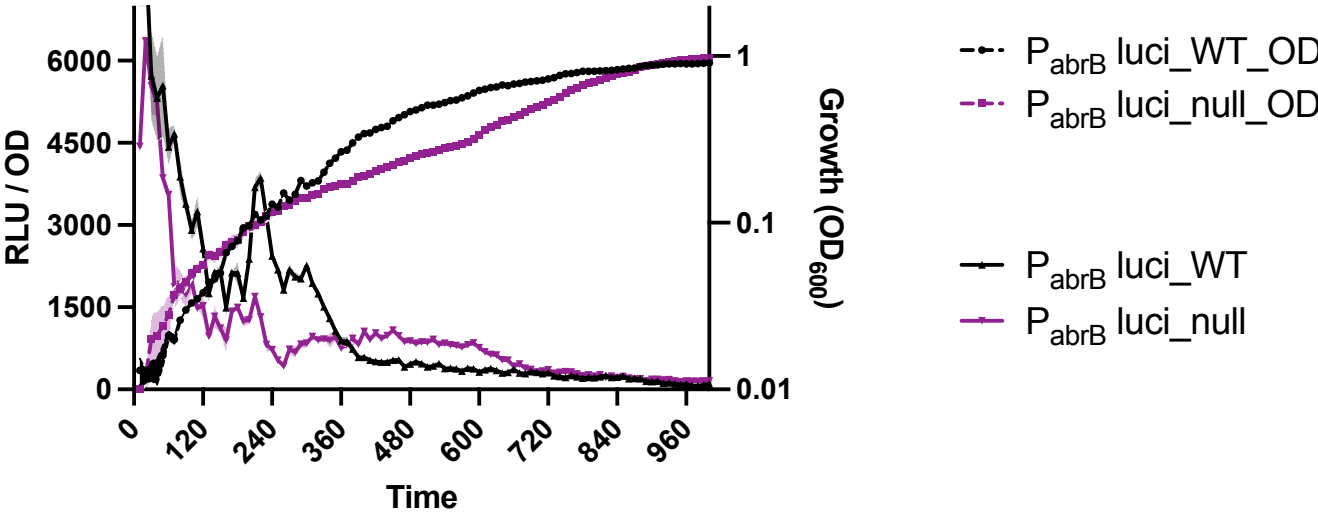

Supplemental Figure S9

A

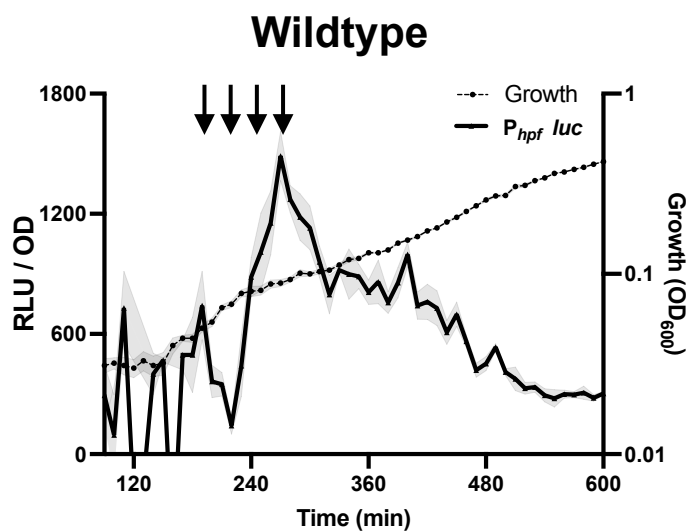

B

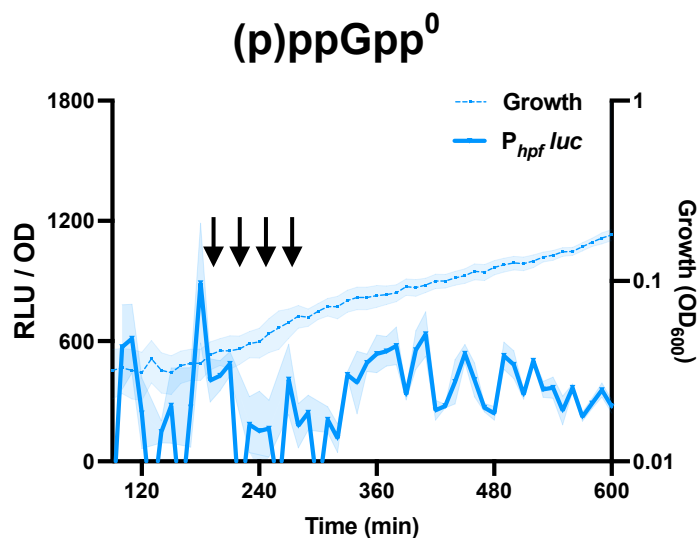

C

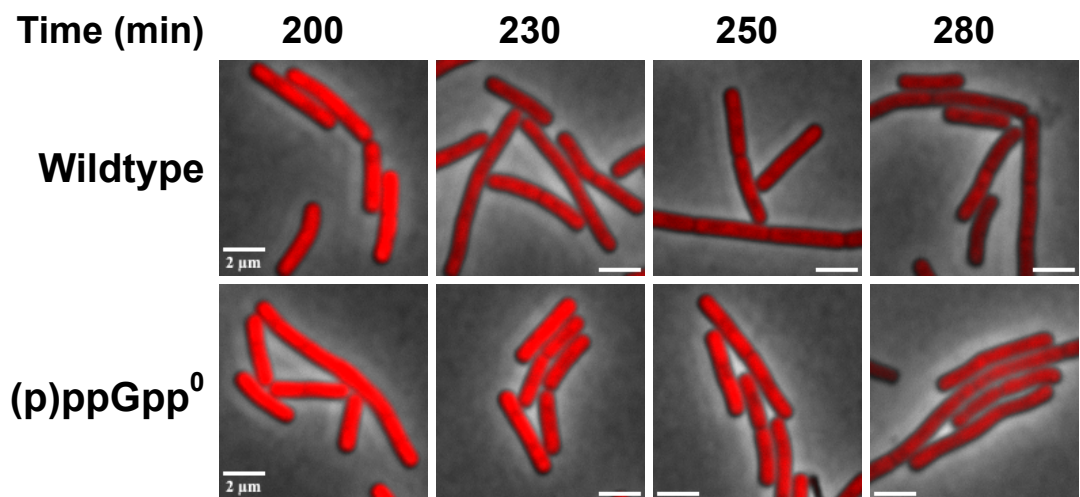

D

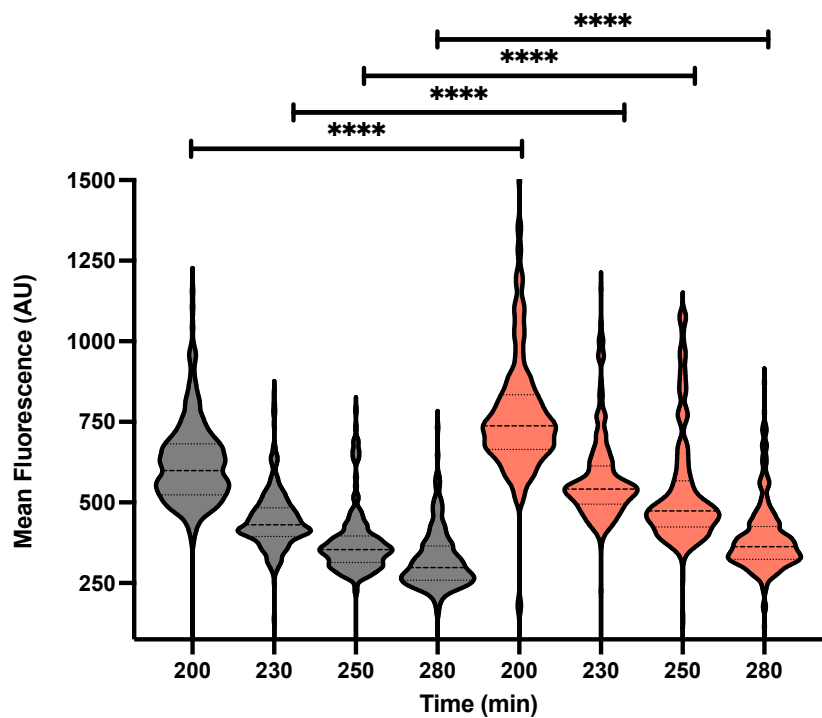

Supplemental Figure S10

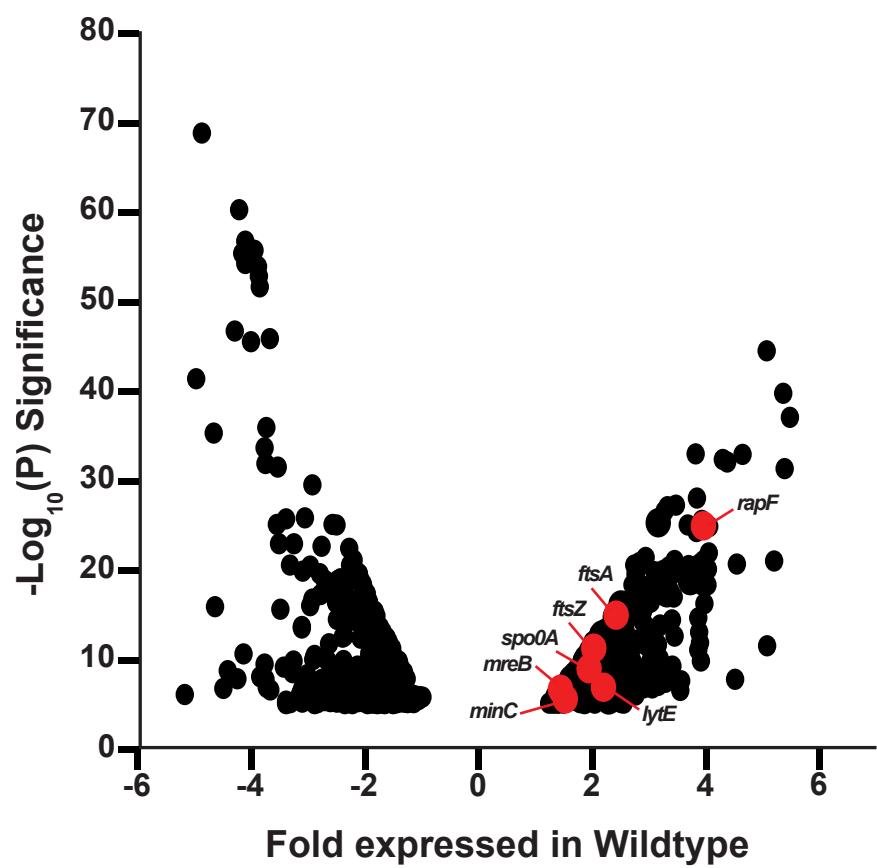

Supplemental Figure S11

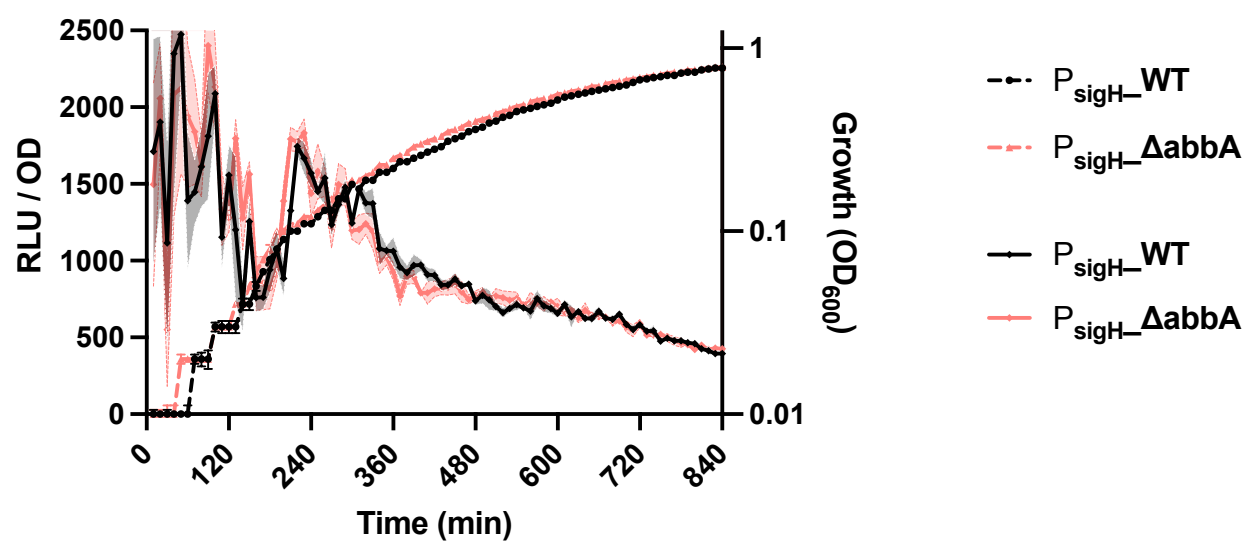

Supplementary Figure Legends

Figure S1. Effects of individual (p)ppGpp synthases on P_{hpf} -luc activity. Growth (OD_{600}) and luminescence (RLU/ OD_{600}) measured of: **A**, wildtype (black, JDB4811) and catalytically inactive *relAY308A* (red, JDB4816); **B**, wildtype (black) and $\Delta sasA$ (violet, JDB4817); and **C**, wildtype (black) and $\Delta sasB$ (orange, JDB4818) strains. Shown are representatives of at least three biological replicates.

Figure S2. Differential regulatory effects of Rel, SasA, and SasB on P_{hpf} activity assayed by FISH. **A**, schematic of P_{hpf} -*gfp* fusion. **B**, aliquots of wildtype (JDB4450), *relAY308A* (JDB4825), $\Delta sasB$ (JDB4827) or $\Delta sasA$ (JDB4826) strains expressing *Phpf-gfp* were collected at t=240 min and probed by FISH. The upper panel shows representative fluorescence images of the wild-type and mutant strains, where *gfp* mRNA is hybridized with oligonucleotide probes that specifically bind to it. The red foci indicate the hybridized *gfp* mRNA molecules. Additionally, the lower panel includes merged images with phase contrast. (Scale bar: 2 μ m). **C**, population distribution of mean fluorescence (measured in arbitrary units-AU) with *gfp* mRNA-specific probes in the wild type and the mutants. **** denotes a two-tailed P-value, derived from a non-parametric Mann-Whitney test, of $p < 0.0001$. The results are representative of three independent experiments.

Figure S3. The regulatory role of SigB in P_{hpf} activity. **A**, sequence of the *hpf* (top) and the scrambled *hpf-sigB** (bottom) promoters. **B**, growth rate, μ (in purple) and luminescence (RLU/ OD_{600}) of strains carrying P_{hpf} *luc* (black, JDB4811) and $P_{hpf-sigB*}$ *luc* (purple, JDB4814) reporters. Shown is a representative of at least three biological replicates.

Figure S4. The regulatory role of SigB and SigH in P_{hpf} activity. **A**, sequence of the *hpf* (top)

and the scrambled *hpf-sigHB** (bottom) promoters. **B**, Growth rate, μ (in purple), and luminescence (RLU/OD₆₀₀) of strains carrying *P_{hpf} luc* (black, JDB4811) and *P_{hpf-sigHB*} luc* (purple, JDB4815) reporters. Shown is a representative of at least three biological replicates.

Figure S5. The regulatory effect of CodY on *P_{hpf}* activity. **A**, sequence of the *hpf* (top) and the scrambled *hpf-codY** (bottom) promoters. **B**, growth rate, μ (brown) and luminescence (RLU/OD₆₀₀) of strains carrying *P_{hpf} luc* (black, JDB4811) and *P_{hpf-codY*} luc* (brown, JDB4837) reporters. Shown is a representative of at least three biological replicates.

Figure S6. Deletion of the transcriptional regulator AbrB leads to elevated *P_{sigH}* activity. Growth (OD₆₀₀) and luminescence (RLU/OD₆₀₀) of strains carrying *P_{sigH} luc* in wildtype (black, JDB4819) and Δ *abrB* (orange, JDB4821) backgrounds. Shown is a representative of at least three biological replicates.

Figure S7. Overexpressing AbrB reduces HPF induction. **A**, representative fluorescence microscopy image of the wild-type strain (JDB4823) harboring *P_{hpf} luc* expressing endogenous AbrB-GFP fusion (left panel), and the merodiploid strain expressing IPTG-inducible AbrB-GFP (JDB4849), alongside *P_{hpf} luc* and the endogenous *abrB-GFP* (right panel). For AbrB-GFP induction, the inducer was added at $t = 0$ minutes. The cells were imaged at t_{260} (minutes), marked by arrows in the graphs shown in figures **B-D**. (Scale bar: 2 μ m). **B-D**, Measuring the luminescence (RLU/OD₆₀₀) of *P_{hpf} luc* and the growth (OD₆₀₀) of the wild-type strain (JDB4823), as well as the merodiploid strain expressing IPTG-inducible AbrB-GFP (JDB4849). The black graph line in graphs **B-D** represents the luminescence (RLU/OD₆₀₀) and growth (OD₆₀₀) of the wild-type strain (JDB4823). The teal green graph line in **B** shows the luminescence (RLU/OD₆₀₀) and growth (OD₆₀₀) of the merodiploid strain (JDB4849) grown without inducer. The orange graph line in **C** shows the luminescence (RLU/OD₆₀₀) and growth (OD₆₀₀) of the merodiploid strain (JDB4849)

grown with 100 μ M IPTG, while the green graph line in **D** shows the luminescence (RLU/OD₆₀₀) and growth (OD₆₀₀) of the merodiploid strain (JDB4849) grown with 500 μ M IPTG. The shading around each graph line represents the SEM, calculated from triplicate measurements.

Figure S8. P_{abrB} activity in a (p)ppGpp⁰ strain. Growth (OD₆₀₀) and luminescence (RLU/OD₆₀₀) of strains carrying P_{abrB} -luc in wildtype (black, JDB4835) and (p)ppGpp⁰ (purple, JDB4836) backgrounds. Shown is a representative of at least three biological replicates.

Figure S9. (p)ppGpp⁰ mutant exhibits higher levels of global protein synthesis. **A**, luminescence (RLU/OD₆₀₀; black) and growth (black) of wildtype strain (JDB4823) harboring P_{hpf} *luc* expressing the AbrB-GFP fusion, and **B**, luminescence (RLU/OD₆₀₀; blue) and growth (blue) of (p)ppGpp⁰ strain (JDB4824) harboring P_{hpf} *luc* expressing the AbrB-GFP fusion. The shading around the graph line represents the SEM, calculated from triplicate measurements **C**, aliquots from wildtype and (p)ppGpp⁰ cultures were collected at time points shown in A, B (black arrows) and labelled with OPP. Shown are representative images of wildtype and (p)ppGpp⁰ mutant strains labelled with OPP at the specified time(min). **D**, population distribution of fluorescence upon OPP labelling in wildtype and (p)ppGpp⁰ strains at the specified time, shown in 'C'. **** denotes a two-tailed P-value, derived from a non-parametric Mann-Whitney test, of $P < 0.0001$. Results are representative of three independent experiments.

Figure S10. Differential gene expression of wildtype and (p)ppGpp⁰ mutant strains. The volcano plot illustrates differential gene expression between the wildtype (JDB4811) and a (p)ppGpp⁰ mutant (JDB4812), with each dot representing a single gene. Indicated are *rapF*, *ftsA*, *ftsZ*, *spo0A*, *mreB*, *minC*, and *lytE* in red. The fold differences in gene expression are indicated on the x-axis and the fold difference $\text{Log}_{10}(P)$ statistical significance is represented on the y-axis.

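*ftsA*, encoding the actin-like partner of FtsZ in division, had 1548 ± 425 TMM-scaled CPM (SD, n = 2) in the wild type and 669 ± 65.6 in (p)ppGpp0, a log2 fold change of 1.21 (SE 0.36, adjusted p = 0.0066 from edgeR). *lytE*, for a cell wall hydrolase, had 235 ± 39.9 in the wild type and 118 ± 5.00 in (p)ppGpp0, a log2 fold change of 1.01 (SE 0.30, adjusted p = 0.0062). *mreB*, for the actin-like protein of cell shape, had a log2 fold change of 0.39 (SE 0.34, adjusted p = 0.52), and *minC*, for an inhibitor of division at the poles, of 0.42 (SE 0.35, adjusted p = 0.52), and neither passed the threshold. In a list of 20 genes of cell division and shape, 1 was higher, none was lower and 19 did not pass edgeR's test (1 higher when adjusted over the list alone). DESeq2 called 2 and limma-voom 1 of the 20 higher and both called none lower, and at an unadjusted p under 0.05 3 were higher and none was lower. With total UMIs in place of TMM, and without wild type replicate 1, 4 were higher, and without (p)ppGpp0 replicate 2 none was. The higher gene was *ftsA*. The median of the list was 0.19 (-0.13 without wild type replicate 2 and 0.45 without wild type replicate 1). Camera did not call it (adjusted p = 0.40), but did with total UMIs (adjusted p = 0.040) and without wild type replicate 1 (adjusted p = 0.032). *ftsA* was not called without (p)ppGpp0 replicate 2 (1.18, adjusted p = 0.099), *lytE* was not called without wild type replicate 2 (0.82, adjusted p = 0.18), and *minC* was called without wild type replicate 1 (0.71, adjusted p = 0.019). Over 16 other settings the adjusted p ran from 1.4e-08 to 0.099 for *ftsA*, from 6.1e-04 to 0.18 for *lytE* and from 0.019 to 0.98 for *minC*.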

Figure S11. Effect of AbbA on P_{sigH} -luc. Growth (OD₆₀₀) and luminescence (RLU/OD₆₀₀) of strains expressing P_{sigH} -luc in wildtype (black, JDB4819) and $\Delta abbA$ (pink, JDB4822) backgrounds. Shown is a representative of at least three biological replicates.

Supplementary Tables

Table S1. Strains

Strain	Genotype	Source
JDB1772	<i>trpC2</i>	Lab collection
JDB3652	<i>relA::erm yjbM::tet ywaC::kan codY::spec P_{spo0A}-luc</i>	[20]
JDB4811	<i>sacA::P_{hpf}-luc cm^R</i>	This study
JDB4812	<i>sacA::P_{hpf}-luc Cm^R, (p)ppGpp⁰ (relA* Y308A; ywaC::kan, yjbM::tet).</i>	This study
JDB4813	<i>sacA::P_{hpf}-σ^H*-luc cm^R (scrambled σ^H binding site in P_{hpf})</i>	This study
JDB4814	<i>sacA::P_{hpf}-σ^B*-luc cm^R (scrambled σ^B binding site in P_{hpf})</i>	This study
JDB4815	<i>sacA::P_{hpf}-σ^{HB}*-luc cm^R (scrambled σ^B & σ^H binding site in P_{hpf})</i>	This study
JDB4816	<i>sacA::P_{hpf}-luc cm^R, relA* Y308A</i>	This study
JDB4817	<i>sacA::P_{hpf}-luc cm^R, $\Delta ywaC(sasA)::kan$</i>	This study
JDB4818	<i>sacA::P_{hpf}-luc cm^R, $\Delta yjbM(\Delta sasB)::tet$</i>	This study
JDB4819	<i>sacA::P_{sigH}-luc cm^R</i>	This study
JDB4820	<i>sacA::P_{sigH}-luc cm^R, relA* Y308A; ywaC::kan, yjbM::tet.</i>	This study
JDB4821	<i>sacA::P_{sigH}-luc cm^R, <i>abrB::erm</i></i>	This study
JDB4822	<i>sacA::P_{sigH}-luc cm^R, <i>abbA::kan</i></i>	This study
JDB4534	<i>pYG1 chr::erm^R P_{wt} <i>abrB-gfp</i>, P_{spac} '<i>abrB</i></i>	[29]
JDB4823	<i>sacA::P_{hpf}-luc cm^R, P_{abrB}-<i>abrB-gfp</i> erm^R</i>	This study
JDB4824	<i>sacA::P_{hpf}-luc cm^R, P_{abrB}-<i>abrB-gfp</i> erm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4450	<i>pyrD::P_{hpf}-gfp^{mut2}-Cm^R</i>	This study
JDB4825	<i>pyrD::P_{hpf}-gfp^{mut2}-Cm^R relA* Y308A</i>	This study
JDB4826	<i>pyrD::P_{hpf}-gfp^{mut2}-Cm^R $\Delta ywaC(sasA)::kan$</i>	This study
JDB4827	<i>pyrD::P_{hpf}-gfp^{mut2}-Cm^R $\Delta yjbM(\Delta sasB)::tet$</i>	This study
JDB4828	<i>pyrD::P_{hpf}-gfp^{mut2}-Cm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4829	<i>sacA::P_{ftsAZ}-luc cm^R</i>	This study
JDB4830	<i>sacA::P_{ftsAZ}-luc cm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4831	<i>sacA::P_{rapF}-luc cm^R</i>	This study
JDB4832	<i>sacA::P_{rapF}-luc cm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4833	<i>sacA::P_{spo0A}-luc cm^R</i>	This study
JDB4834	<i>sacA::P_{spo0A}-luc cm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4835	<i>sacA::P_{abrB}-luc cm^R</i>	This study
JDB4836	<i>sacA::P_{abrB}-luc cm^R (p)ppGpp⁰ (relA* Y308A ywaC::kan yjbM::tet)</i>	This study
JDB4837	<i>sacA::P_{hpf}-codY*-luc cm^R (scrambled CodY binding site in P_{hpf})</i>	This study
JDB4849	<i>sacA::P_{hpf}-luc-cm^R, P_{abrB}-<i>abrB-gfp-erm^R</i>, <i>amyE::P_{hyspac} <i>abrB</i> GFP-spec^R</i></i>	This study
JDB4850	<i>sacA::P_{sigH}-YFP-Cm^R</i>	This study

JDB4851	<i>sacA::P_{hpf}-YFP-Cm^R</i>	This study
JDB4692	<i>amyE::P_{veg}-mCherry-spec^R</i>	Lab collection

Table S2. Plasmids

Plasmid	JDE	Reference
pSD47 (pSac-cm-P _{veg} -luc)	JDE 3175	[19]
pSN09 P _{hpf} luc	JDE 3305	This study
pSN10 P _{hpf-codY*} luc	JDE 3306	This study
pSN11 P _{hpf-sigB*} luc	JDE 3307	This study
pSN12 P _{hpf-sigH*} luc	JDE 3308	This study
pSN13 P _{hpf-sigBH**} luc	JDE 3309	This study
pSN21 P _{sigH} luc	JDE 3310	This study
pSN23 P _{abrB} luc	JDE 3311	This study
pSN24 P _{ftsAZ} luc	JDE 3312	This study
pSN28 P _{rapF} luc	JDE 3313	This study
pSN40 P _{hyspac} <i>abrB</i> GFP	JDE 3318	This study
pSN32 P _{sigH} <i>yfp</i>	JDE 3319	This study
pSN55 P _{hpf} <i>yfp</i>	JDE 3321	This study

Table S3. Oligonucleotides

Primer	Name	sequence 5'-3'
NSN 107	pSD47 R	ggatcctgagcgccggtcgctac
NSN 108	pSD47 F	aagcttggcattccggtactgtagg
NSN 109	P _{hpf/hpf**} F	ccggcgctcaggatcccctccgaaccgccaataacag
NSN 110	P _{hpf/hpf**} R	accggaatgccaagctt cttttattaa ggatatgtat c
NSN 122	P _{sigH} F	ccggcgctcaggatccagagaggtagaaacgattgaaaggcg
NSN 123	P _{sigH} R	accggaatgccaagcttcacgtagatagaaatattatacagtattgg
NSN 133	P _{abrB} F	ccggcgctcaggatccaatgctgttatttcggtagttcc
NSN 134	P _{abrB} R	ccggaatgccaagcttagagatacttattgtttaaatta
NSN 135	P _{ftsA} F	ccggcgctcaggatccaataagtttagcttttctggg
NSN 136	P _{ftsA} R	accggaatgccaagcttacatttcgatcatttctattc
NSN 149	P _{rapF} F	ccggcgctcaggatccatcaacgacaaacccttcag
NSN 150	P _{rapF} R	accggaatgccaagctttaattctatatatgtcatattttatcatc
NSN 172	<i>abrB</i> F	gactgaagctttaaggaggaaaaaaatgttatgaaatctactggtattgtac
NSN 173	<i>abrB</i> R	agcttgcattgctatttgtatagttc
NSN 162	<i>yfp</i> F	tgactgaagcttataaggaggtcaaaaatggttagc
NSN 163	<i>yfp</i> R	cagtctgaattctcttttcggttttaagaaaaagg
NSN 179	<i>yfp</i> R	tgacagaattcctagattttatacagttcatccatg

How the deposited data were processed for this re-analysis (not part of the article)

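The data are from *B. subtilis* wild type and (p)ppGpp0 cells, grown in S7_50_ minimal medium with glucose to near the maximum of P*_hpf_*-luc expression and profiled by ProBac-seq, with 2 libraries per strain. The authors demultiplexed and mapped the reads with Cell Ranger and used Seurat at default settings. The versions of both, the probe reference and its genome build are not given in the sources used here. The values deposited by the authors are counts, that is, UMIs per probe and cell barcode, neither normalized nor scaled. All values were whole numbers, and the set of barcodes is the one that their processing called cells. Barcodes that hold more than 1 cell, or none, were not searched for or removed. UMIs were counted, so PCR copies of a molecule were counted once.

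UMIs were summed over the probes of each gene (2959 gene symbols, median 11 probes per gene) and over all barcodes of a library. A gene with more probes can gather more UMIs, which does not affect a comparison of the same gene between strains. The totals were 640870 UMIs (2280 barcodes) and 7467818 UMIs (37466 barcodes) for wild type replicates 1 and 2, and 4500718 UMIs (2949 barcodes) and 5295129 UMIs (12296 barcodes) for (p)ppGpp0 replicates 1 and 2. Wild type replicate 1 is thus the shallowest library and limits the precision for genes with few UMIs. Counting intervals are 95% Poisson intervals. Gene symbols are those of the probe set. Of these, 2386 match the reference gene table of assembly ASM904v1, which was used only for names and for the order of neighbouring genes. *hpf*, *sasA*, *sasB* and *rel* are listed in the counts as *yvyD*, *ywaC*, *yjbM* and *relA*.

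Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total 15), which kept 2927 genes and left out 32. Libraries were scaled with TMM factors of 1.30, 0.925, 0.985 and 0.847, in the order given above, and compared with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 2 libraries per strain and no covariate. The common dispersion was 0.0893. The SE of a log2 fold change is its size over the square root of the F statistic of this test. The median prior degrees of freedom were infinite. For a typical gene the SE thus reflects the spread pooled over genes more than that of its own libraries. P values were adjusted by the Benjamini-Hochberg method over all genes kept, and 0.05 was the threshold. With 2 libraries against 2, no permutation test can pass 0.05, so all p values come from the model fitted across genes. The levels given per gene are TMM-scaled CPM with the SD of 2 libraries.

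The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names, the 10 largest increases and the 10 largest decreases among genes past the threshold with a mean of at least 50 UMIs per library and no overlap between the strains, and up to 4 genes of each list with the smallest p. Genes named outside this rule were chosen after their values were seen, and the text says so. The 23 gene lists were also written before the data were examined, from general knowledge and from the genes the paper names, because the Subtiwiki lists the paper used are not in the sources used here. They cover the σ H, AbrB, ComA and σ B regulons, ribosomal proteins, translation factors, synthesis of purines, of pyrimidines, of branched-chain amino acids and of arginine, histidine and tryptophan, competence, early sporulation, motility, biofilm matrix, the prophages PBSX and SPβ, heat shock, phosphate starvation, iron starvation, the TCA cycle, glycolysis, ATP synthase, and division and shape. Each was tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01. It was tested again with the correlation estimated from the libraries, which here rests on only 2 libraries per strain. With so few libraries this form can hardly call any list. The arginine, histidine and tryptophan list had an estimated correlation of -0.014, below the preset, yet its camera adjusted p rose from 0.016 to 0.43. A list not called in this form is thus not shown to owe its call to correlation.

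Alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, total UMIs without TMM, no filter, a minimum count of 50, the 10000 barcodes with most UMIs, barcodes with at least 100 UMIs, thinning of every library to 640870 UMIs, sums without the top probe of each gene, a block for replicate number, each library left out in turn, and cells scaled to equal totals and pooled per strain, which gives a fold without a test. Sums without the 10 largest barcodes and a block with crossed replicate numbers were added after the data were seen. The sample records give no replicate numbers, and replicate 2 is here the library whose title says replicate. The block thus pairs libraries of the 2 strains that are not known to share a batch. With 1 library left out, the lone library of a strain was assumed to vary like the other strain. For the spread between cells, each cell was thinned to 100 UMIs and cells with fewer were left out. This was done with Python 3.11.15 and numpy 2.4.6.

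The tests were tried on simulated counts of 2919 genes with 200 changed. edgeR called 129 genes, 9 of them wrongly, DESeq2 called 133 with 14 wrong, limma-voom 149 with 23 wrong, and edgeR with the replicate block 125 with 7 wrong. In simulated cells the variance over mean was 0.987 for genes alike in all cells and 4.73 for a gene present in all but much higher in a part of them. That gene was among the most abundant simulated, so this does not show what could be detected for *hpf*. The FISH, luciferase, microscopy, transformation and sporulation data were not used here.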

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

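The 5 tests on *sasB* and the test of read-through into *nadF* were chosen after the results were seen. The sums without the 10 largest barcodes were added after the data were seen. The other tests below were chosen before. Each result here is a signal in genes that the paper does not discuss from these data, apart from *hpf* in the σ B list. Each is past the threshold of the camera test at a preset correlation, or, for *nadF*, among the largest decreases. With an estimated correlation camera called none of the 23 lists, but with 2 libraries per strain that form can hardly call any. The UMIs on the probes of the deleted *sasB* meet neither condition and were taken in as a check of the strains.

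The genes of purine and pyrimidine synthesis were lower in the wild type than in (p)ppGpp0, with a median log2 fold change of -3.42 over 15 purine genes and -3.76 over 10 pyrimidine genes. If a few very large barcodes made it, the medians would lie near 0 without the 10 largest barcodes of each library, but the median of the list that stayed closer to 0 was -3.53. With every library thinned to the depth of the shallowest that median was -3.43, and with total UMIs in place of TMM it was -3.15. For the purine genes alone, a candidate biological explanation is the loss of (p)ppGpp itself, since the paper cites binding of (p)ppGpp to the repressor PurR as strengthening its repression of the *pur* operon. This is a hypothesis that no test here decides, and no biological explanation was tested for the pyrimidine genes.

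*nadF*, which encodes an NAD kinase, had a log2 fold change of -4.00 (SE 0.45, adjusted p = 4.0e-17 from edgeR), with 227 ± 24.7 CPM (SD, n = 2) in the wild type and 3652 ± 917 in (p)ppGpp0. In the gene order of assembly ASM904v1 it follows *sasB*, where (p)ppGpp0 carries a *tet* cassette; both were placed there by general knowledge of their other names. Transcription from the cassette that runs on into *nadF* is a candidate explanation that the values here cannot decide. The median log2 fold change of *pepF*, *yjbI* and *cwlQ*, which come before *sasB*, was 0.103, but a response of *nadF* alone would leave them unchanged too. *cwlQ*, the nearest of them, had -0.73 (SE 0.30, adjusted p = 0.076 from edgeR), against 0.48 for *pepF* and 0.10 for *yjbI*. The probes of *tetL* gave -3.34 (adjusted p = 7.9e-10 from edgeR), which the presence of the cassette could give by itself. A shared response of NAD synthesis is argued against, since the median of *nadA*, *nadB*, *nadC* and *nadE* was 0.733, in the other direction. Transcription past *nadF* was not seen in *prpE*, at 0.63 (SE 0.74, adjusted p = 0.66), and a response of *nadF* alone to the loss of (p)ppGpp remains open.

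The probes of the deleted *sasB* kept UMIs in (p)ppGpp0, at 2.59% (95% interval 1.80 to 3.60) and 9.49% (8.03 to 11.1) of the wild type level in replicates 1 and 2. A part of the gene that is left and transcribed as in the wild type is argued against. The largest ratio of a probe to its wild type level was 0.174. Reads carried over from called wild type cells by shared barcodes are argued against too. Of these UMIs, 95.7% (178 of 186) lay in barcodes not called cells in wild type replicate 2. For wild type replicate 1 it was 95.2% (177 of 186). Carry-over from wild type barcodes that were not called cells could not be tested, since only called cells were available. Wild type RNA as the only source is argued against, since the share on the 4 probes with most wild type UMIs was 72.4% in the wild type and 94.3% and 92.7% in (p)ppGpp0, a rise of at least 20.3 points that none of 173 and 172 genes with 6 to 10 probes, thinned to the same counts, reached (highest 15.8 and 9.73). Binding of some of the probes to other RNA, with or without wild type RNA beside it, remains open, since the probes that hold most of these UMIs are also those that hold most in the wild type. No biological explanation was tested.

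In genes of ribosomal proteins the median log2 fold change was -1.13, and it was -0.76 without (p)ppGpp0 replicate 2 and -0.74 without wild type replicate 1. In genes of arginine, histidine and tryptophan synthesis it was 0.702, or 0.38 without wild type replicate 2, and camera no longer called that list without wild type replicate 2 (adjusted p = 0.057) or without (p)ppGpp0 replicate 2 (adjusted p = 0.061). In the σ B list it was 0.77, and in the iron starvation list 2.02.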

How the results depend on the processing

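The sums without the 10 largest barcodes and the crossed block were chosen after the data were seen, and the other alternatives before. Of 1839 comparisons of 109 named genes, *hpf* and *sigH* apart, 1654 kept their side of the threshold, or in pooled cells moved little, with a change of sign in 12 that were not called in either setting, 80 fell short of it, 54 came past it, 47 moved among pooled cells without a test (4 with a change of sign), and 4 changed sign and were no longer called. *hpf* stayed past the threshold under all 16 alternatives with a test, with 2.21 in pooled cells. *sigH* (0.88) came past it with DESeq2 (0.93), total UMIs (1.11), a minimum count of 50 (0.86), the 10000 largest barcodes (0.93), barcodes of at least 100 UMIs (0.92), thinning (0.89), the crossed block (0.87) and without the 10 largest barcodes (0.93), ran from 0.64 to 1.09 with 1 library left out, and was 1.29 in pooled cells. The number of higher genes ran from 160 to 385 with 1 library left out, and of σ H genes from 11 to 19. With a block for replicate number, which was assigned here and is not known to mark a batch, 217 genes were higher and 181 lower. With crossed numbers it was 332 and 257. Of 23 list tests 9 were called, 0 with an estimated correlation, 14 with total UMIs, 14 with the block and 8 to 15 with 1 library left out. Without (p)ppGpp0 replicate 2 the PBSX genes *xepA* (-2.74 to 0.50 with 1 library left out), *xkdT* (-3.25 to 0.24), *xlyA* (-2.12 to 0.31) and *xkdG* (-2.77 to 0.36) changed sign without a call on the other side (adjusted p 0.88 to 0.94), and without wild type replicate 2 the motility list was called in the other direction (adjusted p = 0.021, range 0.013 to 0.87). Total UMIs move the median of all genes upward, and other causes were not tested. Pooled cells give no count or list test. Depth limits genes with few UMIs in wild type replicate 1.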

Differences from the paper's values

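The paper states that about 10000 cells per condition were processed (the paper's value), while the barcodes called cells and summed over 2 libraries were 39746 for the wild type and 15245 for (p)ppGpp0. With at most 10000 barcodes per library the numbers were 12280 and 12949, within 1.5 times the paper's, by construction. With barcodes of at least 100 UMIs they were 38698 and 15245, which still differ. Apart from those that leave out a library, the other alternatives set before the data were examined leave the barcodes as they are. Whether each barcode called a cell holds 1 cell was not tested.

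Read by eye as linear folds, 4 genes of Fig. 7C (*hpf*, *sigH*, *rapF* and *ftsA*) and 5 of Fig. S10 (*ftsZ*, *spo0A*, *mreB*, *minC* and *lytE*) had folds here of 0.974 to 1.45 and 0.87 to 0.936 times those of the paper, and none of the 9 differed by more than 1.5 times and its error. Under alternatives set before the data were examined some did. In pooled cells the folds were 4.64 for *hpf* (about 2.8 in Fig. 7C, read by eye), 6.83 for *rapF* (about 3.5 in Fig. 7C, read by eye) and 3.23 for *ftsA* (about 2.1 in Fig. 7C, read by eye). The fold of *rapF* was also 5.93 with total UMIs, 5.54 without the top probe of each gene, 5.99 without wild type replicate 1 and 6.18 without (p)ppGpp0 replicate 1. Read as log2, the values found here were lower by 0.89 to 1.15 in Fig. 7C and by 1.01 to 1.2 in Fig. S10. The legend calls the axis a fold difference. The log2 gap was nearly the same for all 9 genes (-1.2 to -0.89), so the values do not settle which reading is right. The match in linear folds, and the exceptions to it, hold for the linear reading only.

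The paper states from Fig. 7C that *sigH*, *ftsZ* and *spo0A* are higher in the wild type, and marks *mreB* and *minC* in Fig. S10. Of the genes of Fig. 7C and Fig. S10 that it names, *hpf*, *rapC*, *kinA*, *ftsA*, *rapF* and *lytE* were higher here past the threshold. *sigH* (log2 fold change 0.88, adjusted p = 0.055 from edgeR), *ftsZ* (0.80, 0.16), *spo0A* (0.74, 0.095), *mreB* (0.39, 0.52) and *minC* (0.42, 0.52) were higher by value and did not pass it. The paper grouped all cells of a condition, compared duplicate samples and took its p values from Cell Ranger, without naming the unit that its test counts as a replicate, and the test here took libraries. *sigH* was called with DESeq2, total UMIs, a minimum count of 50, the 10000 largest barcodes, barcodes of at least 100 UMIs, thinning and without wild type replicate 1. *ftsZ* was called with DESeq2, total UMIs, thinning and without wild type replicate 1. *spo0A* was called with total UMIs, thinning, without wild type replicate 1 and without (p)ppGpp0 replicate 1, and *minC* with total UMIs and without wild type replicate 1. *mreB* was called under none of the 16. Crossed replicate numbers and sums without the 10 largest barcodes, both chosen after the values were seen, also called *sigH* and *spo0A*.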

Other observations

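In the σ B regulon, the general stress response, 13 of 27 listed genes were higher in the wild type, none was lower and 14 did not pass edgeR's test (14 higher when adjusted over the list alone). DESeq2 called 14 and limma-voom 12 higher, and none was lower by either or at an unadjusted p under 0.05. Among the higher genes were *gspA* (log2 fold change 2.01, SE 0.33), *gsiB* (1.96, SE 0.31) and *dps* (1.87, SE 0.34). They also take in *hpf*, which the paper discusses from these data. *sigB* itself had 0.77 (SE 0.35, adjusted p = 0.13 from edgeR). Without wild type replicate 2, 8 were higher. Camera called the list at a preset correlation (adjusted p = 2.8e-08) and not otherwise (adjusted p = 0.51 with an estimated correlation). Of 23 genes of arginine, histidine and tryptophan synthesis 5 were higher and 1 was lower (6 and 1 when adjusted over the list alone), with *argC* at 1.67 (SE 0.31) and *argJ* at 1.26 (SE 0.33) higher and *trpB*, named after its value was seen, lower. The adjusted p of camera at a preset correlation was 0.016 (adjusted p = 0.43 with an estimated correlation). None was lower with any 1 library left out, nor with DESeq2, total UMIs, thinning, sums without the top probe or the replicate block, and without wild type replicate 2 or (p)ppGpp0 replicate 2 only 3 were higher, against 8 with total UMIs and 9 without wild type replicate 1 or (p)ppGpp0 replicate 1. Of 11 genes of branched-chain amino acid synthesis 1, *ilvA*, was higher (1.19, SE 0.39), against 9 with total UMIs, 7 without wild type replicate 1, 3 with DESeq2 or the replicate block and none without either (p)ppGpp0 library, and all 11 lay above 0 with a median of 0.70, or 0.29 without wild type replicate 2. Camera did not call them (adjusted p = 0.063), but did with total UMIs (adjusted p = 9.4e-08), DESeq2 (adjusted p = 0.0056), the replicate block (adjusted p = 1.0e-04), thinning (adjusted p = 0.036), barcodes of at least 100 UMIs (adjusted p = 0.041), without wild type replicate 1 (adjusted p = 7.2e-04) and without wild type replicate 2 (adjusted p = 0.042), and *ilvA* was not called without (p)ppGpp0 replicate 1 (adjusted p = 0.061) or replicate 2 (adjusted p = 0.18).

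The listed heat shock genes did not move together. *clpE* was lower in the wild type (log2 fold change -3.12, SE 0.35), as was *hrcA* (-1.28, SE 0.34), while *groES* was higher (1.70, SE 0.33). In all, 1 of 12 heat shock genes was higher and 4 were lower (2 and 5 when adjusted over the list alone), with a mean of -0.24 but a median of 0.14, or -0.11 without wild type replicate 2, and 7 of the 12 above 0 (camera adjusted p = 0.50). Without (p)ppGpp0 replicate 1, 2 were lower. In motility, *motA* (-1.24, SE 0.33) and *motB* (-1.32, SE 0.34) were lower and *cheY* was higher (1.02, SE 0.34). *cheY* was not called without wild type replicate 2 (0.32, adjusted p = 0.64) or (p)ppGpp0 replicate 1 (0.92, adjusted p = 0.14). Of 42 motility genes 1 was higher and 5 were lower, and camera did not call them (adjusted p = 0.93). With total UMIs 8 were higher and 4 lower, and camera called the list (adjusted p = 0.018). Without wild type replicate 1, 12 were higher and 5 lower, and without wild type replicate 2 none was higher and 8 were lower. Of 11 translation factor genes, *efp* was higher (1.15, SE 0.34) and *infA* (1343 ± 603 CPM, SD, n = 2, in the wild type and 5031 ± 797 in (p)ppGpp0) and *infC* (-1.11, SE 0.37) were lower (camera adjusted p = 0.42, but 0.0053 without wild type replicate 2). *infC* was not called without (p)ppGpp0 replicate 1 (adjusted p = 0.094) or replicate 2 (adjusted p = 0.12). Camera also did not call glycolysis (1 of 12 higher, *pgi*, at 1.96, adjusted p = 0.13), the TCA cycle (2 of 13 higher, *citG* and *sucC*, and none without (p)ppGpp0 replicate 2, adjusted p = 0.16), ATP synthase (adjusted p = 0.62, but 0.037 with 3 higher without wild type replicate 1), phosphate starvation (adjusted p = 0.62), biofilm matrix (1 of 19 lower, *epsC*, at -1.52, which was not called without either wild type library or without (p)ppGpp0 replicate 1, adjusted p = 0.47) or the SPβ prophage (median -0.59, adjusted p = 0.26). Camera did call glycolysis and the TCA cycle with total UMIs in place of TMM (7 higher in each, adjusted p = 5.8e-06 and 4.0e-04), with DESeq2 (0.022 and 0.039), with the replicate block (0.0021 and 0.015) and without wild type replicate 1 (3 and 7 higher, 0.0016 and 0.0073). It called the SPβ list with the replicate block (0.022) and without (p)ppGpp0 replicate 1 (6.7e-04, median -1.07), while the median was 0.43 without (p)ppGpp0 replicate 2.

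Of 29 genes of the PBSX prophage 6 were lower in the wild type and none was higher (7 lower when adjusted over the list alone), with a median of -1.24, but DESeq2 and limma-voom called none, and at an unadjusted p under 0.05 10 were lower. Without (p)ppGpp0 replicate 2 the median was 0.83, without (p)ppGpp0 replicate 1 15 were lower, and without wild type replicate 1 and replicate 2 none and 1 were lower. Camera did not call the list (adjusted p = 0.17), but did without (p)ppGpp0 replicate 1 (adjusted p = 2.0e-10), with the replicate block (adjusted p = 5.8e-07), with DESeq2 values (adjusted p = 0.033) and without the 10 largest barcodes, chosen after the values were seen (adjusted p = 0.023). In barcodes thinned to 100 UMIs (1048 of wild type replicate 1 held fewer and were left out; whether each holds 1 cell was not tested), the variance over mean of PBSX UMIs was 3.25 and 5.47 in the wild type libraries and 1.21 and 2.62 in those of (p)ppGpp0. These values depend on the depth chosen. Thinned to 50 UMIs they were 1.74, 3.49, 1.07 and 1.78 in the same order, thinned to 200 UMIs 4.94, 31.2, 1.30 and 4.22, and in the 10000 barcodes with most UMIs that of wild type replicate 2 was 14.7. At 100 UMIs none of 100 gene sets of matched level was as high in 3 of the libraries, and 8 were in (p)ppGpp0 replicate 1. PBSX was not alone in this. For the motility list none was as high in replicate 1 of either strain, against 17 in wild type replicate 2 and 20 in (p)ppGpp0 replicate 2. For the competence list none was in (p)ppGpp0 replicate 1, against 22 to 24 in the other libraries. These sets were matched on level alone. Genes transcribed together would also raise the ratio, so the comparison cannot tell that apart from a spread between barcodes.

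For *hpf*, 21.0% and 18.9% of thinned wild type barcodes held a UMI, against 5.49% and 4.68% in (p)ppGpp0. For the deleted *sasB* the share was 0.102% and 0.350% in (p)ppGpp0, which is the level left for that gene, and the level for *hpf* without its mRNA is not known. At this depth the variance over mean of *hpf* was 1.30 and 1.24 in the wild type libraries. Of 100 draws, with repeats, from the genes nearest in level, 54 and 75 were as high or higher. A spread between barcodes beyond that of other genes was thus not detectable.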
